# Gene Expression Profiling of Human Vaginal Cells *In Vitro* Discriminates Compounds with Pro-Inflammatory and Mucosa-Altering Properties: Novel Biomarkers for Preclinical Testing of HIV Microbicide Candidates

**DOI:** 10.1371/journal.pone.0128557

**Published:** 2015-06-08

**Authors:** Irina A. Zalenskaya, Theresa Joseph, Jasmin Bavarva, Nazita Yousefieh, Suzanne S. Jackson, Titilayo Fashemi, Hidemi S. Yamamoto, Robert Settlage, Raina N. Fichorova, Gustavo F. Doncel

## Abstract

**Background:**

Inflammation and immune activation of the cervicovaginal mucosa are considered factors that increase susceptibility to HIV infection. Therefore, it is essential to screen candidate anti-HIV microbicides for potential mucosal immunomodulatory/inflammatory effects prior to further clinical development. The goal of this study was to develop an *in vitro* method for preclinical evaluation of the inflammatory potential of new candidate microbicides using a microarray gene expression profiling strategy.

**Methods:**

To this end, we compared transcriptomes of human vaginal cells (Vk2/E6E7) treated with well-characterized pro-inflammatory (PIC) and non-inflammatory (NIC) compounds. PICs included compounds with different mechanisms of action. Gene expression was analyzed using Affymetrix U133 Plus 2 arrays. Data processing was performed using GeneSpring 11.5 (Agilent Technologies, Santa Clara, CA).

**Results:**

Microarraray comparative analysis allowed us to generate a panel of 20 genes that were consistently deregulated by PICs compared to NICs, thus distinguishing between these two groups. Functional analysis mapped 14 of these genes to immune and inflammatory responses. This was confirmed by the fact that PICs induced NFkB pathway activation in Vk2 cells. By testing microbicide candidates previously characterized in clinical trials we demonstrated that the selected PIC-associated genes properly identified compounds with mucosa-altering effects. The discriminatory power of these genes was further demonstrated after culturing vaginal cells with vaginal bacteria. *Prevotella bivia*, prevalent bacteria in the disturbed microbiota of bacterial vaginosis, induced strong upregulation of seven selected PIC-associated genes, while a commensal *Lactobacillus gasseri* associated to vaginal health did not cause any changes.

**Conclusions:**

*In vitro* evaluation of the immunoinflammatory potential of microbicides using the PIC-associated genes defined in this study could help in the initial screening of candidates prior to entering clinical trials. Additional characterization of these genes can provide further insight into the cervicovaginal immunoinflammatory and mucosal-altering processes that facilitate or limit HIV transmission with implications for the design of prevention strategies.

## Introduction

According to the latest global estimates from UNAIDS, there were about 35 million people living with HIV in 2013 (UNAIDS. GAP report; 2014, www.unaids.org). During the same time, there were around 2.1 million new HIV infections, and 1.5 million people died of HIV-related causes. Women represent slightly more than half of the infected population worldwide and approximately 60% in sub-Saharan Africa, where gender inequalities increase women’s vulnerability to HIV. In some regions young women and adolescent girls account for a disproportionate number of new infections among young people and those living with HIV (UNAIDS. GAP report, 2014, www.unaids.org).

The main route of male-to-female HIV transmission is through the epithelium of the female genital tract exposed to virus-containing semen [1]. Vaginal topical antiviral microbicides represent a novel female-controlled method of prevention of sexual transmission of HIV. During the past 20 years, numerous microbicide products have been developed, with a handful of them reaching advanced clinical trials [2–5]. Thus far, only the nucleotide reverse transcriptase inhibitor (NRTI), tenofovir, tested in the CAPRISA 004 study demonstrated a moderate reduction in HIV acquisition [6]. All other candidate microbicides were ineffective in preventing primary HIV infection. Moreover, one of the first candidate microbicides, a non-ionic detergent nonoxynol-9 (N-9), increased the risk of HIV infection among frequent users. It was later demonstrated that this compound altered epithelial integrity and induced a mucosal immunoinflammatory response leading to recruitment of immune cells, which are potential targets for HIV infection [7]. Two other microbicide candidates, C31G (Savvy) and cellulose sulfate (CS) which failed in phase III clinical trials also proved to alter the mucosal microenvironment [8,9].

Currently, there are multiple candidate microbicides in preclinical development and a handful of products undergoing clinical studies [3,10]. The new candidates have diverse modes of action, including inhibition of HIV attachment, fusion and entry, replication, integration, and other less defined mechanisms. Preclinical studies of products with multiple mechanisms of action are also in progress [3,10]. Lessons learned from the failures of the first generation microbicides underscore the need for early testing of candidate microbicides for their possible adverse effects on the cervicovaginal and rectal mucosae.

The healthy female genital epithelium presents a strong barrier to viral invasion. HIV transmission is estimated to be 1–2 cases per 1000 coital acts [11,12]. However, affected by complex host and viral factors, transmission rates can be much higher [11]. Increased HIV-1 cervicovaginal transmission is strongly associated with inflammation and general immune activation of the cervicovaginal mucosa—conditions that stimulate influx of HIV target immune cells to the mucosal surface, increase the receptivity of these cells to HIV-1, and are often accompanied by epithelial lesions, which facilitate HIV-1 access to its target cells [13–24]. To avoid these adverse effects, the proinflammatory potential of microbicide candidates should be evaluated early during their primary screening [25,26]. Currently, cell-based, explant-based and animal-based models are used to define and preclinically assess potential biomarkers of inflammation, which include cytokines, chemokines and some other molecules [25,27–32]. Biomarker selection in these assays relies on prior knowledge of their involvement in inflammatory responses.

In this study, we set out to identify novel biomarkers for preclinical *in vitro* assessment of the pro-inflammatory/immunomodulatory potential of microbicides using microarray hybridization technology (gene expression profiling). Our goal was to generate unique gene expression profiles for compounds that were known to cause mucosal inflammatory/immunomodulatory response in order to use these profiles for the characterization of microbicide candidates. To this end, transcriptomes of immortalized human vaginal epithelial (Vk2/E6E7) cells exposed to well-known pro-inflammatory/immunomodulatory compounds (PIC) and non-inflammatory compounds (NIC) were compared. Using microarray technology we identified 20 genes that were consistently deregulated by treatment with PICs but not with NICs, thus presenting a signature specific to compounds with potential pro-inflammatory/ immunomodulatory effects on the cervicovaginal mucosa.

## Materials and Methods

### Materials

TLR ligands, Pam3CSK4 (Pam), imiquimod (IMQ) were purchased from Invivogen (San Diego, CA), macrophage activating lipopeptide 2 (MALP2) was purchased from Alexis Biochemicals (Enzo Life Sciences, Plymouth Meeting, PA). TNF-α was purchased from R&D systems (Minneapolis, MN). N-9 was a gift from OrthoMcNeil Corporation. Other compounds/candidate microbicides were acquired as follows: hydroxyethyl cellulose (HEC)—from Hercules (Hopewell, VA), cellulose sulfate (CS) and dextran sulfate (DS)—from Dextran Products (Scarborough, Ontario), PRO2000—from Indevus Pharmaceuticals (Lexington, MA), tenofovir (TFV)—from Gilead (Foster City, CA), C31G from Biosyn Inc. (Huntington Valley, PA), UC-781—from Regis (Morton Grove, IL), emtricibine (FTC)—gift from Dr. Parang (Keykavous Parang, University of Rhode Island).

Doses of compounds (Table 1) have been defined in our previous studies such that their cytotoxicity, if any, would not exceed 15% [33,34].

**Table 1:** Compounds used for Vk2 cells genome profiling.

Conditions	Treatment	Dose	Number of arrays
Non-inflammatory	HEC	1 mg/ml	9
	CMC	1 mg/ml	9
	culture medium		54
Pro-inflammatory/immunomodulatory			
Cytotoxic surfactant	N-9	12.5 μg/ml	9
TLR ligands (in brackets—corresponding TLRs)	Pam3CSK4 (TLR1/TLR2)	10 μg/ml	6
	MALP2 (TLR2/TLR6)	200 ng/ml	6
	imiquimod (TLR7)	30 μg/ml	6
Pleiotropic pro-inflammatory cytokine	TNF-α	40 ng/ml	6

Doses for candidate microbicides (and placebo) were: for CS, FTC, PRO-2000, TFV, DS, HEC—all 1mg/ml; for UC-781–10 μg/ml, for N-9–12.5 - μg/ml, and for C31G – 6.125 μg/ml.

### Cell culture, treatment with compounds

The vaginal keratinocyte cell line Vk2/E6E7 is a gift from Dr. Fichorova (Brigham and Women’s Hospital [35]. This cell line closely mimics the morphological and functional characteristics of native human vaginal tissue and primary epithelial cells of origin [29,36–41]. Cells were maintained in keratinocyte serum-free medium (Gibco, Invitrogen, Grand Island, NY) supplemented with bovine pituitary extract (50 μg/ml), epidermal growth factor (0.1 ng/ml), penicillin-streptomycin (1%), and CaCl2 (0.4 mM). Cells were grown to ~70–80% confluence and treated for 6 h with agents presented in Table 1. Antibiotics were omitted in bacterial colonization experiments. Cells were collected and RNA extracted for gene expression analysis as described below.

### Bacterial colonization

Bacterial colonization of Vk2/E6E7 cells was performed in the Laboratory of Genital Tract Biology, Brigham and Women’s Hospital (BWH) as described in detail elsewhere [41].

*Lactobacillus* isolate and *Prevotella bivia* were obtained from vaginal swabs and phenotypically characterized by classic microbiology techniques as described before [42]. Because conventional methods of phenotyping cannot identify *Lactobacilli* to the species level, sequencing of the 16S rRNA gene of *Lactobacillus* was performed at the Center for Clinical and Translational Metagenomics at BWH. The genetic analysis classified the *Lactobacillus* isolate as *L*. *gasseri* with 99% identity. Vaginal epithelial cultures (Vk2/E6E7 cells) were colonized with *L*. *gasseri*, representing the Gram-positive facultative anaerobes typical for the normal vaginal flora [43–46], or *Prevotella (P*.*) bivia* representing the anaerobic Gram-negative rods associated with bacterial vaginosis (BV) [47–49].

### RNA isolation

Prior to RNA isolation, Vk2 cells were rinsed three times with cold PBS. Total RNA was then extracted with Trizol (Invitrogen Life Technologies, Carlsbad, CA) and purified using RNeasy mini kit columns from Qiagen Sciences (Qiagen, Valencia, CA) according to the manufacturer’s instructions.

The integrity of total RNA was qualified by Agilent Bioanalyzer 2100 capillary electrophoresis and input amount quantified by Nanodrop ND-1000 Spectrophotometer.

### Microarray expression profiling

Microarray mRNA expression profiling was performed by Asuragen, Inc. (Austin, TX). The mRNA was amplified into cRNA and biotin-labeled using modified MessageAmp-based protocols (Ambion Inc., Austin, TX). Labeled cRNA was fragmented, and hybridized to Affymetrix HG-U133 Plus 2.0 arrays (Affymetrix) according to the standard Affymetrix protocol. The U133 Plus 2.0 chip contains more than 56,000 probesets and includes 38,500 well characterized human genes and expressed sequence tags. Affymetrix raw data were acquired using GeneChip operating software (GCOS 1.3) to yield CEL files.

### Data normalization and statistical analysis

Data were processed and analyzed using GeneSpring 11.5 (Agilent Technologies, Santa Clara, CA). The background subtraction, normalization, and log base 2 transformation of gene signals were carried out using the Robust Multi-array Analysis (RMA) summarization algorithm [50]

For statistical analysis, one-way ANOVA was used for multiple group comparison, followed by multiple testing correction setting the false discovery rate (FDR) at 0.05 using the Benjamini and Hochberg method [51]. Genes/probesets with FDR corrected p-values < 0.05 were considered statistically significant. Next, pair-wise comparisons were performed on probesets having statistical significance to detect how these probesets differ in a treatment condition versus control. Probesets showing fold change differences >2 were considered as differentially expressed. Only those probes that were consistently detected as differential and statistically significant were considered as altered.

### Quantitative real-time PCR (qPCR)

Microarray data for selected genes were validated using quantitative real-time PCR. For the cDNA synthesis 1 μg of total RNA was reverse transcribed using the Reverse Transcription System kit from Promega Corp. (Madison, WI USA). Reverse transcription was primed with Oligo(dT)_15_ in a total volume of 20 μl according to the manufacturer’s protocol.

Quantitative real-time PCR (qPCR) was performed on Roche LightCycler Carousel-based system using 4.05 software. PCR was performed in 20 μl reaction volume containing 1 μl cDNA using LightCycler FastStart DNA Master SYBR Green I (Roche, Indianapolis, IN) according to manufacturer’s instructions. The sequences of the primers used for PCR are presented in S1 Table.

Thermocycler parameters were 95°C for 10 min followed by 45 cycles at 95°C for 10 s, 55°C for 5 s, 72°C for 15 s. Each sample was run in triplicates, and normalized to GAPDH RNA used as the endogenous control. The threshold cycle (C_t_) of GAPDH was used to normalize target gene expression (ΔC_t_). The relative change in gene expression was calculated using the 2^-ΔΔCt^ method [52].

Experiments were performed at least three times, the mean and SD were calculated using Graph Pad software (version 5.01).

### Nuclear and cytoplasmic fractions separation, NFkB activation assay

Vk2/E6E7 cells were exposed to PICs and NICs and harvested within 60 min followed the treatment with 10–15 min interval. Nuclear and cytoplasmic fractions were obtained as described [53] with slight modifications. Cells were rinsed twice with ice-cold PBS, scraped, collected by centrifugation at 1000 x g for 5 min, resuspended in STC buffer (0.25 M sucrose, 10 mM tris-HCl, pH 7.5, 3 mM CaCl_2_) supplemented with protease inhibitor cocktail (BD Bioscience, Bedford, MA). Equal volume of STC buffer, containing 1% Triton X-100 was added to the cell suspension, followed by incubation on ice for 10 min. Nuclear and cytoplasmic fractions were separated by centrifugation at 500 x g for 7 min. Nuclear pellet was resuspended in STC, equal volume of 2 x SDS loading buffer was added to the nuclear and cytoplasmic fractions. Cytoplasmic and nuclear proteins were separated by 10% SDS polyacrylamide gel and transferred to PVDF membrane. IκB-α (degradation in cytoplasm) and NFκB/p 65 (nuclear translocation) were assayed by immunoblotting, as described earlier [34] using corresponding antibodies, both at 1:1000 dilution. Rabbit anti-human polyclonal antibodies, NFκB/p65 and IκB-α, were purchased from Santa Cruz Biotechnology, Inc. (Santa Cruz, CA)

## Results

### Identification of genes discriminating between PIC and NIC by gene profiling of Vk2 cells

To develop biomarkers that may discriminate pro-inflammatory/ immunomodulatory compounds (PICs) from non-inflammatory compounds (NICs) in *in vitro* studies, we employed comparative transcriptional profiling using a microarray technique (Affymetrix U133 Plus 2.0). Well-characterized PICs and NICs (Table 1) were applied to human immortalized vaginal epithelial cells (Vk2/E6E7) that have been selected as an *in vitro* test model. Vk2 cells are similar in characteristics to the cells of the tissue of origin, and have proved to be an adequate model to study vaginal epithelial responses to topical agents [29,35,40]. With the goal of identifying genes that are consistently and significantly changed by PIC as compared to NIC treatments, Vk2 cells were exposed to the following compounds. PICs included a pleiotropic proinflammatory cytokine TNF-α, TLR ligands (TLR-L) such as Pam3CSK4, MALP2, and imiquimod, and the detergent N-9 (for a total of 33 arrays), while NICs were represented by HEC and CMC (18 arrays) as well as growth medium control (GM) (54 arrays) (Table 1). 

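The arrays measured RNA from Vk2/E6E7 cells, an immortalized line of human vaginal epithelium, after 6 h with each compound. The paper gives doses of 40 ng/ml for TNF-α, 10 μg/ml for Pam3CSK4, 200 ng/ml for MALP2, 30 μg/ml for imiquimod (IMQ), 12.5 μg/ml for N-9, and 1 mg/ml for HEC and for CMC. The sample labels give the same doses except for imiquimod, for which they state 30 mg/ml. HEC, CMC and N-9 had 9 arrays each, TNF-α, Pam3CSK4, MALP2 and imiquimod had 6 each, and GM had 54. Each array reports 54675 probesets, of which 62 are control probesets that were left out of the tests. The deposited values are on the log2 scale. Turned back to linear signals they lie on steps of 0.1, and their trimmed mean has a median of 500.1 over arrays. This is the form of MAS5 signals scaled to one mean per array, and the submitters' processing notes name MAS5, whereas the methods describe RMA. The median deposited log2 value of an array lay between 6.29 and 6.91 in GM (middle array 6.57), between 6.46 and 7.08 with HEC, 6.28 and 7.03 with CMC (middle array 6.55), and 6.22 and 6.62 with TNF-α (middle array 6.45). It lay between 6.34 and 6.66 with Pam3CSK4 (middle array 6.50), 6.48 and 6.59 with MALP2 (middle array 6.51), 6.46 and 6.69 with imiquimod (middle array 6.52), and 6.57 and 6.97 with N-9 (middle array 6.83). The values were therefore quantile normalized, and the 8 groups were compared in 1 limma fit. A probeset was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2 against GM, the thresholds of the paper, and members of gene lists were counted at that adjusted p with no limit on the fold. The deposited values of TNF-α replicate 6 equal the mean of TNF-α replicates 1, 2 and 3 to within 7.7e-09, so they were left out and TNF-α has n = 5. The values of GM replicate 52 are not in the order of the other arrays, since their correlation with every other array is at most 0.048 while all other pairs reach at least 0.835. They were also left out, which leaves 103 arrays and 53 for GM. The labels number the arrays of a group as biological replicates, the legend of Fig 2 speaks of experiments or microarrays, and the paper's text does not say which came from separate cultures, so the p-values measure the spread between these arrays, which may be technical. Within a group, arrays of 3 consecutive replicate numbers (a run) deviate from the group mean together, with a median r across probesets of 0.80 within runs and -0.12 between runs of a group. The tests take each array as independent, and their number limits the precision. A random block for runs, a choice made after seeing the data, ends many of the calls, and where it does so for a gene whose change is given, the adjusted p follows.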

A total of 105 Affymetrix U133 Plus 2.0 arrays were processed and analyzed as described in the Materials and Methods section.

The numbers of differentially expressed probesets (fold change cut off = 2, FDR adjusted p-value < 0.05) revealed by microarray analysis in the PIC group were: 215 for TNF-α, 332 for Pam3CSK4, 629 for MALP2, 774 for imiquimod, and 957 for N-9. 

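Genes of the NFκB pathway, cytokine genes and some chemokine genes rose in Vk2 cells after all 5 PICs. Without the genes that the study chose on these arrays, the chemokine list shifted upward with TNF-α, Pam3CSK4 and MALP2 only. The lists were fixed before the deposited values were examined. Of 17 genes of the NFκB pathway and its feedback, 9 rose with TNF-α, 10 with Pam3CSK4, 15 with MALP2, 9 with imiquimod and 9 with N-9. None fell with a PIC (11, 11, 15, 11 and 10 rose when adjusted over the list alone). TNIP1, an inhibitor of NFκB signaling, rose by log2 1.94 (SE 0.18) with TNF-α and by log2 2.06 (SE 0.17) with MALP2. Of 18 chemokine genes, 7 rose with TNF-α, 8 with Pam3CSK4, 10 with MALP2, 6 with imiquimod and 5 with N-9, and none fell (10, 10, 11, 7 and 5 rose and 1 fell with imiquimod when adjusted over the list alone). CXCL10, which attracts T cells, rose by log2 3.41 (SE 0.40) with Pam3CSK4 and by log2 3.81 (SE 0.40) with MALP2. Of 26 genes of cytokines and growth factors, 8 rose with TNF-α, 12 with Pam3CSK4, 14 with MALP2, 15 with imiquimod and 11 with N-9, and none fell (13, 17, 18, 16 and 14 rose when adjusted over the list alone). IL36G, a cytokine of the IL-1 family, rose by log2 2.83 (SE 0.44) with TNF-α and by log2 4.67 (SE 0.41) with MALP2. IL6 rose by log2 2.46 (SE 0.30) with imiquimod, and HBEGF, a ligand of the EGF receptor, by log2 3.15 (SE 0.24) with N-9. Against the other probesets these lists shifted upward with every PIC by camera in limma. With an estimated correlation between genes the adjusted p is at most 0.00184 for the NFκB and cytokine lists with each PIC and at most 0.000294 for the chemokine list with TNF-α, Pam3CSK4, MALP2 and imiquimod. For chemokines with N-9 the shift is lost (adjusted p = 0.188 with an estimated correlation). The lists hold genes that the study chose on these arrays as changed by every PIC, 3 of the NFκB list, 4 chemokines and 2 cytokines, so these counts and shifts are not independent of that choice. Without them, in a test added after the results were seen, the NFκB and cytokine lists still shift with each PIC (adjusted p of at most 0.00973 with an estimated correlation), and the chemokine list with TNF-α, Pam3CSK4 and MALP2 (at most 8.6e-06) but not with imiquimod (adjusted p = 0.0732) or N-9 (adjusted p = 0.94). Of the 14 chemokine genes that remain, 2 rose with imiquimod and 1 with N-9. In the imiquimod arrays behind these and all other gene groups, the log2 difference between the 3' and 5' probesets of ACTB, a sign of RNA quality, was 0.96 ± 0.52 (SD, n = 6), against 0.44 ± 0.24 (SD, n = 53) in GM (exact two-sided Wilcoxon rank-sum test, p = 0.0133 adjusted over 5 technical measures and 7 treatments).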

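Interferon-stimulated genes rose most often with MALP2 and TNF-α, genes of the cornified envelope with Pam3CSK4 and MALP2, and immediate early genes with N-9. Of 28 interferon-stimulated genes, 17 rose with MALP2, 9 with TNF-α, 5 with Pam3CSK4 and 1 with imiquimod, and 4 fell with N-9 (23, 24, 10, 1 and 4 when adjusted over the list alone). OAS1, which makes an activator of RNase L, rose by log2 2.46 (SE 0.50) with MALP2, and XAF1, an interferon-induced regulator of apoptosis, by log2 2.39 (SE 0.59) with TNF-α, a call that the block for runs ends (adjusted p = 0.181). The shift of this list holds for TNF-α (adjusted p = 0.0177 with an estimated correlation) and is lost for MALP2 (adjusted p = 0.0538 with an estimated correlation) and Pam3CSK4 (adjusted p = 0.314 with an estimated correlation). Compared directly, the difference of this list between MALP2 and TNF-α did not pass the test (adjusted p = 0.482 by camera). With imiquimod the list did not shift (adjusted p = 0.844 by camera, median -0.01 and mean -0.03 on the log2 scale, against an upward direction of the test). Of 27 genes of the cornified envelope and keratinocyte differentiation, 13 rose with Pam3CSK4, 9 with MALP2 and 7 with imiquimod, while 3 rose and 1 fell with N-9 (adjusted over the list alone, 23 rose with Pam3CSK4, 14 with MALP2, 10 with imiquimod, 4 with TNF-α and 2 with N-9, and 1 fell with TNF-α and 1 with N-9). LCE3D, a late cornified envelope protein, rose by log2 3.44 (SE 0.70) with Pam3CSK4 and by log2 3.41 (SE 0.70) with MALP2. Compared directly, the difference of the list between these 2 did not pass the test (adjusted p = 0.207 by camera). The shift of the list holds for Pam3CSK4 (adjusted p = 0.0103 with an estimated correlation, and 0.0196 without the 2 genes that the study chose on these arrays) and is lost for MALP2, imiquimod and TNF-α (adjusted p = 0.119, adjusted p = 0.288 and adjusted p = 0.646 with an estimated correlation). Of 23 genes of the immediate early and MAPK feedback list, 17 rose with N-9, 8 rose and 1 fell with imiquimod, 5 rose and 1 fell with MALP2 and 2 rose with Pam3CSK4 (18 rose with N-9, 10 rose and 3 fell with imiquimod, 7 rose and 2 fell with MALP2, and 3 rose with Pam3CSK4 when adjusted over the list alone). With N-9 the transcription factor genes FOS and NR4A1 rose by log2 2.76 (SE 0.36) and 2.79 (SE 0.36), and the shift of the list holds (adjusted p = 0.00192 with an estimated correlation), while it is lost for imiquimod (adjusted p = 0.2 with an estimated correlation), MALP2 and Pam3CSK4 (adjusted p = 0.466 and adjusted p = 0.466 with an estimated correlation). Of 25 cell cycle genes, 9 fell with N-9 and 7 with imiquimod (10 and 12 when adjusted over the list alone, and 1 rose with Pam3CSK4), among them the replication gene MCM3, which fell by log2 1.16 (SE 0.16) and 1.27 (SE 0.20). The shift is lost for N-9, imiquimod and Pam3CSK4 (adjusted p = 0.469, adjusted p = 0.337 and adjusted p = 0.716 with an estimated correlation), and its direction with N-9 turns with a replicate block (adjusted p = 0.934).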

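Among the genes that fell, KRT15, a keratin of basal cells, fell by log2 1.98 (SE 0.42) with TNF-α and the p53 target ZMAT3 by log2 3.25 (SE 0.36) with N-9. TNIK, a kinase of the Wnt pathway, fell with MALP2 to a log2 level of 3.76 ± 0.55 (SD, n = 6) from 6.85 ± 0.60 (SD, n = 53) in GM, and LFNG, which modifies Notch receptors, fell with imiquimod to 4.64 ± 1.16 (SD, n = 6) from 8.87 ± 0.58 (SD, n = 53), both to dim signals, so the size of their changes is not given. Counted over the whole array, 211 probesets were called for TNF-α, 163 higher and 48 lower than in GM. Those called were 400 for Pam3CSK4 (321 higher and 79 lower), 1200 for MALP2 (734 higher and 466 lower), 1872 for imiquimod (946 higher and 926 lower) and 2377 for N-9 (1236 higher and 1141 lower), all by limma. Without quantile normalization 161 probesets were higher and 113 lower for TNF-α, 315 and 134 for Pam3CSK4, and 2292 and 627 for N-9, and with an offset of 16 added to the signals, chosen after seeing the data, 172 were higher and 22 lower for TNF-α, and 312 and 33 for Pam3CSK4. With runs as a random block the counts were 82 for TNF-α (77 higher and 5 lower) and 156 for Pam3CSK4 (145 and 11). They were 661 for MALP2 (490 and 171), 1107 for imiquimod (618 and 489) and 1297 for N-9 (675 and 622). The count for TNF-α was 94, 99 and 108 without its replicates 1, 2 and 3 in turn. With GM replicates 1 to 9 as the only controls the counts were 2033 for TNF-α (880 higher and 1153 lower), 3281 for Pam3CSK4, 4568 for MALP2, 5819 for imiquimod and 2392 for N-9, and with a replicate block added 3844 (1700 higher and 2144 lower), 5491, 6567, 7805 and 2546. By the methods' analysis of variance with the fold limit they were 729 for TNF-α, 841 for Pam3CSK4, 1500 for MALP2, 2061 for imiquimod and 1997 for N-9. Untreated GM runs compared with the other GM arrays called as many probesets as TNF-α, Pam3CSK4 and MALP2 in 28, 18 and 7 of 50 draws, and as many as imiquimod and N-9 in 1 and 2.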

In the NIC group deregulation was much more modest: 80 probesets for HEC and 20 probesets for CMC (Fig 1, Table 2; S2–S8 Tables).

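Few genes of the lists changed with the NIC gels. With HEC, 3 members passed the test and all fell. DUSP1, a phosphatase that inactivates MAP kinases, fell by log2 1.12 (SE 0.26, adjusted p = 0.021), CHAC1, a target of ATF4, by log2 1.69 (SE 0.36, adjusted p = 0.0144), and CYLD was the other. The calls of DUSP1 and CHAC1 are lost with runs as a random block (adjusted p = 0.332 and 0.382). Adjusted over a list alone, 3 cell junction genes, 3 cytokine genes, 3 of the paper's 20 PIC discriminatory genes (PIC-DGs), 2 cornified envelope genes, 2 matrix genes and 2 immediate early genes fell, as did 1 gene each of the NFκB and ATF4 lists, and 1 cytokine gene, 1 matrix gene and 1 NRF2 target rose. No member of any list changed with CMC by limma, where 3899 of all probesets had an unadjusted p under 0.05, while 5 of 26 cytokine genes, 5 of 20 PIC-DGs and 1 immediate early gene fell when adjusted over the list alone. By camera, interferon-stimulated genes shifted upward and cornified envelope, cell cycle, antimicrobial, cell junction and immediate early genes and the PIC-DGs downward with HEC, all lost with an estimated correlation (adjusted p = 0.474, 0.429, 0.57, 0.396, 0.469, 0.466 and 0.336 with an estimated correlation). With a replicate block the cell cycle list shifted upward with HEC (adjusted p = 0.00277) and the direction of the PIC-DG list turned (adjusted p = 0.571). With CMC the cytokine, chemokine, antimicrobial, interferon, immediate early, ATF4 and PIC-DG lists shifted downward, also lost (adjusted p = 0.0527, 0.231, 0.398, 0.757, 0.265, 0.226 and 0.0793 with an estimated correlation). For HEC 174 probesets were called, 52 higher and 122 lower than in GM (203 and 46 without quantile normalization), and for CMC 1, which was lower. Before normalization the deposited medians of the HEC arrays lay between 6.84 and 7.08 for replicates 1 to 6 and between 6.46 and 6.58 for replicates 7 to 9, against 6.57 for the middle GM array. HEC and CMC are both ethers of cellulose, with hydroxyethyl groups in the first and carboxymethyl groups in the second, and were given at the same dose and time. Compared directly, 0 probesets were called between them by limma (3877 at an unadjusted p under 0.05, and 2 in a fit of their arrays alone). By camera interferon-stimulated genes were higher with HEC than with CMC, and cell cycle and cornified envelope genes lower, all lost with an estimated correlation (adjusted p = 0.367, 0.49 and 0.72 with an estimated correlation). The 95% interval of a difference extended 0.62 on the log2 scale to either side for the median probeset. With runs as a random block limma called 0 for HEC and 0 for CMC (3200 and 1094 at an unadjusted p under 0.05), while the methods' analysis of variance with the fold limit called 658 and 199. Untreated GM runs called as many as HEC and CMC in 26 and 48 of 50 draws. The deviations of HEC replicates 1 to 6 from their group mean correlate with those of the GM arrays of the same numbers (r between 0.332 and 0.841, over probesets that are not independent), and those of HEC replicates 7 to 9 do so negatively. With GM replicates 1 to 9 as the only controls limma called 0 probesets for HEC (3681 at an unadjusted p under 0.05) and 199 for CMC, and with a replicate block added 0 (4126 at an unadjusted p under 0.05) and 442, so the count for CMC depends on the GM arrays it is compared with.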

**Fig 1:**
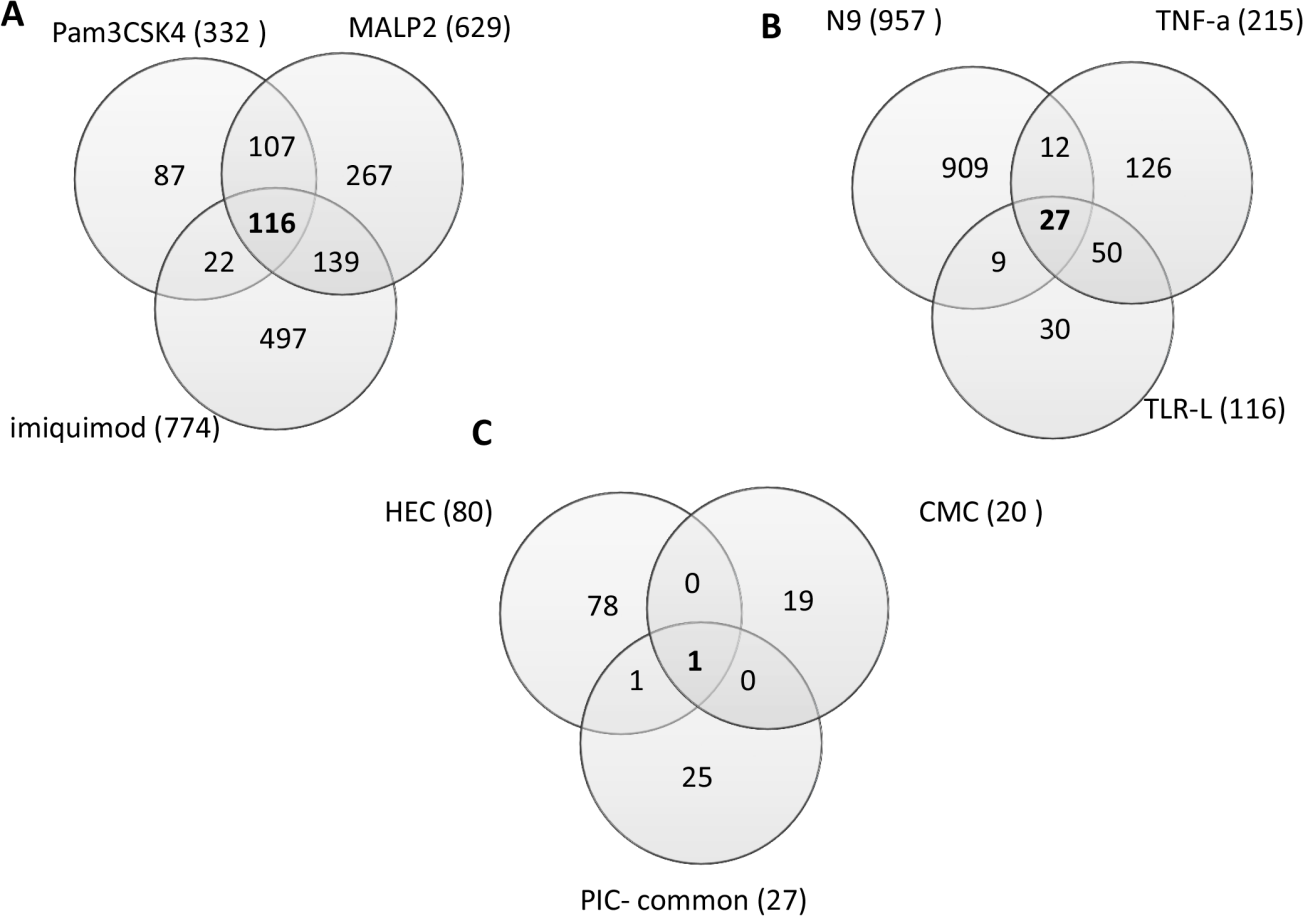
Diagrams showing the number of significantly altered probesets indentified by microarray gene profiling of Vk2 cells exposed to PIC and NIC. Total number of the altered probeserts for each treatment/category is shown in brackets (a gene can be represented by more than one probeset).

**Table 2:** Number of differentially expressed probesets in treatment groups compared to control (growth medium).

Treatment	Total	Upregulated	Downregulated
HEC	80	29	51
CMC	20	14	6
TNF-α	215	200	15
Pam3CSK4	332	309	23
MALP2	629	486	143
IMQ	774	493	281
TLR-L shared	116	106	10
N9	957	549	408

Furthermore, the fold changes induced by NICs did not exceed 3.3, while the fold changes in the PIC group reached values >25 for TNF- α, >30 for Pam3CK4, >48 for MALP2, >22 for imiquimod, and >23 for N-9 (S2–S8 Tables).

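CCL20, a chemokine that attracts dendritic cells and memory lymphocytes, had the highest fold change among called probesets with TNF-α, Pam3CSK4, MALP2 and imiquimod. Its fold change was 48.4 with TNF-α, 101 with Pam3CSK4, 109 with MALP2 and 118 with imiquimod, from a log2 level of 5.53 ± 1.92 (SD, n = 53) in GM. With TNF-α the chemokine genes CXCL10 and CXCL11, both induced by interferon, rose 30.1-fold and 25.6-fold. With Pam3CSK4 SERPINA3, an acute phase protease inhibitor, rose 34.8-fold and LORICRIN, a cornified envelope protein, 31.9-fold. BCL2A1, an anti-apoptotic member of the BCL2 family, rose 58.5-fold with MALP2, and with imiquimod the hair keratin KRT33A and the decoy receptor IL13RA2 rose to log2 levels of 9.22 ± 0.40 (SD, n = 6) and 10.18 ± 1.44 (SD, n = 6). In GM these lay at 3.17 and 4.53, where the 20th percentile of an array lies between 3.70 and 4.84, so no fold is given. With N-9 the highest fold change was 30.9, for IL1RL1, the receptor of IL-33, while DDIT3, a transcription factor of the stress response, rose 30.2-fold. PIK3C2B, a phosphoinositide kinase, fell by log2 2.57 (SE 0.45) with TNF-α, by log2 2.47 (SE 0.41) with Pam3CSK4 and by log2 3.13 (SE 0.41) with imiquimod. The adjusted p of these changes from limma was at most 0.00414. With HEC the highest upward fold among called probesets was 5.50, above the paper's highest for HEC, 3.32. The probeset has no gene name here and is among those that a filter on dim probesets removes. With that filter the highest upward fold with HEC was 2.71. VPS33A, a protein of vesicle sorting, was called lower with HEC, at a log2 level of 3.20 ± 0.83 (SD, n = 9), among the dimmest signals, against 5.34 in GM (adjusted p = 0.373 with runs as a random block). With GM replicates 1 to 9 alone as controls the highest folds were 206 for TNF-α, 431 for Pam3CSK4, 463 for MALP2, 500 for imiquimod and 64.9 for N-9.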

With the aim of identifying a group of shared deregulated genes, we first analyzed differentially expressed genes within the TLR-L group. There were 116 differentially expressed probesets in common among Pam3CSK4, MALP2 and imiquimod (Fig 1A; S9 Table).

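Pam3CSK4, MALP2 and imiquimod shared 114 called probesets, 100 higher and 14 lower than in GM, which name 82 genes in the array annotation. Some of these belong to the lists fixed before the deposited values were examined. They included 6 of 17 NFκB genes (CYLD, NFKB2, NFKBIZ, RELB, TNFAIP3 and TNIP1) and 5 of 18 chemokine genes (CCL20, CXCL1, CXCL2, CXCL3 and IL8). They included 6 of 26 genes of cytokines and growth factors, such as IL33, IL36G and TSLP. They also included 7 of 27 cornified envelope genes, such as LCE3D, SPRR3 and KRT34, 3 of 15 antimicrobial genes (PI3, S100A12 and SOD2), the cell junction genes CLDN1 and DSC2, the matrix genes MMP10 and SERPINB2, DUSP1 and TLR2, all of them higher. Neither the interferon-stimulated genes nor the ATF4, cholesterol synthesis, heat shock, NRF2 and cell cycle lists had a member among them. TLR2, the receptor of the lipopeptides, rose by log2 1.72 (SE 0.17) with Pam3CSK4, 2.52 (SE 0.17) with MALP2 and 1.48 (SE 0.17) with imiquimod, with adjusted p of 3.78e-13, 4.47e-23 and 2.11e-11 from limma. In GM its log2 level was 8.49 ± 0.37 (SD, n = 53). The levels of its partners TLR1 and TLR6 were 5.07 ± 0.91 and 5.90 ± 0.65. That of TLR7, the receptor of imiquimod, was 6.03 ± 0.71 and that of the TNF receptor gene TNFRSF1A was 11.02 ± 0.43. TLR1, TLR6 and TLR7 lay at percentiles 30.3, 42.1 and 44 of the array, and TLR2 and TNFRSF1A at 73.6 and 91.9. Whether the first 3 are expressed in these cells was not tested. The interleukin gene IL33 rose by log2 3.94 (SE 0.49) with MALP2, and S100A12, a calgranulin, by log2 4.03 (SE 0.85) with Pam3CSK4. Of the 116 probesets in the paper's S9 Table, 72 were among the 114. Independent lists of these sizes would share 0.0747 higher and 0.0114 lower probesets. Disjoint groups of untreated GM runs, compared with the 35 other GM arrays in a test added after the results were seen, shared at most 32 in 50 draws. These groups called a median of 245 probesets each, against 400 for Pam3CSK4, 1200 for MALP2 and 1872 for imiquimod. Their overlap therefore comes from shorter lists and may understate that of lists as long as the real ones. With separate GM arrays as controls for each treatment 94 were shared, with runs as a random block 59, and by the methods' analysis of variance 260. With GM replicates 1 to 9 as the only controls 1482 were shared (742 higher and 740 lower) and with a replicate block added 2800 (1337 and 1463), so the excess of higher probesets depends on the GM arrays used. Of the genes named here, the block for runs ends the call with 1 or more of the ligands for NFKB2, TSLP, SPRR3, KRT34, PI3, S100A12, SOD2, DSC2 and MMP10 (adjusted p between 0.0548 and 0.316).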

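CCL4 and ISG20 were higher with MALP2 than with Pam3CSK4. Both compounds are lipopeptides, MALP2 diacylated and Pam3CSK4 triacylated, and their doses differ. Compared directly by limma, 65 probesets differed, 30 higher and 35 lower with MALP2. IL1R2, a decoy receptor of IL-1, was higher with MALP2 by log2 2.77 (SE 0.65, adjusted p = 0.0309) and ISG20, an interferon-induced exonuclease, by log2 2.15 (SE 0.39, adjusted p = 0.00096). The chemokine CCL4 had a log2 level of 7.76 with MALP2 and 4.24 with Pam3CSK4 (adjusted p = 1.18e-12), and MUCL1, a mucin-like protein, 4.49 and 7.75 (adjusted p = 0.0326), each with the lower level among dim signals, so the size of these differences is not given. The cornified envelope gene LCE1B was lower with MALP2, with a log2 difference of -1.94 (SE 0.46, adjusted p = 0.0336). The calls of IL1R2, MUCL1 and LCE1B are lost with runs as a random block (adjusted p = 0.654, 0.488 and 0.488), and those of CCL4 and ISG20 stay (adjusted p = 1.42e-05 and 0.00816). These genes were chosen after their values were seen. The chemokine list was higher with MALP2 (adjusted p = 0.0466 with an estimated correlation). Interferon-stimulated genes and the PIC-DGs were also higher by camera, and genes of the cell cycle and of cholesterol synthesis lower, all of which is lost (adjusted p = 0.462, 0.166, 0.72 and 0.462 with an estimated correlation). The 95% interval of a difference between the lipopeptides extended 0.76 on the log2 scale to either side for the median probeset. Between MALP2 and imiquimod 551 probesets differed. RNF213, an interferon-induced ubiquitin ligase chosen after its values were seen, had a log2 level of 6.53 with MALP2 and, among dim signals, of 3.20 with imiquimod (adjusted p = 0.000484), a call also lost with that block (adjusted p = 0.0815), and the list of the unfolded protein response and ATF4 was lower (adjusted p = 7.83e-10 with an estimated correlation). With runs as a random block 15 probesets differed between the lipopeptides and 232 between MALP2 and imiquimod.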

Next, we compared gene expression after all PIC treatments, TNF-a, TLR-L, and N-9. As a result, 27 probesets with significantly altered expression in all PIC treatments were identified (Fig 1B, S10 Table). These 27 probesets encompass 22 genes (some genes are represented by more than one probeset). 

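All 5 PICs shared 20 called probesets, 19 higher and 1 lower than in GM. They name the chemokine genes CCL20, CXCL1, CXCL2, CXCL3, IL8 and PPBP, and TNFAIP3 and INHBA with 2 probesets each. The other genes that rose were FGF2, a fibroblast growth factor, OLR1, G0S2, which inhibits lipolysis, CYLD, NFKBIZ and SERPINB2, whose probeset is named by the paper's S10 Table and not by the array annotation used here. The gene that fell was PIK3C2B, and no lower probeset is shared with runs as a random block or with separate GM arrays. The remaining 3 probesets have no single gene name here. CXCL1, a ligand of the neutrophil receptor CXCR2, rose by log2 2.54 (SE 0.41) with TNF-α, 3.31 (SE 0.38) with Pam3CSK4 and 4.88 (SE 0.38) with MALP2, with adjusted p of at most 1.97e-05 from limma. FGF2 rose 3.31-fold with TNF-α and 3.23-fold with Pam3CSK4, calls that are lost with runs as a random block (adjusted p = 0.263 and 0.111). That block also ends the call of PIK3C2B with N-9 (adjusted p = 0.129) and that of CYLD with TNF-α (adjusted p = 0.0568). It ends those of PPBP with TNF-α, Pam3CSK4 and N-9 as well (adjusted p = 0.682, 0.417 and 0.239), and 14 probesets remain shared, all higher. Independent lists of these sizes would share 5.05e-06 higher and 2.10e-07 lower probesets. Disjoint groups of untreated GM runs against the 20 other GM arrays, a test added after the results were seen, shared at most 6 in 50 draws. These groups called a median of 389 probesets each, more than TNF-α (211) and fewer than each other PIC. With separate GM arrays for each treatment 16 were shared. The methods' analysis of variance shared 42, and GM replicates 1 to 9 as the only controls 252, or 420 with a replicate block added.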

Next, the expression profile of PICs was compared against that of NICs. Overlap between the PIC-common probesets and probesets differentially expressed by NICs revealed two genes from the PIC list that were also differentially expressed in NICs (Fig 1C, S10 Table). 

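Of the 20 probesets shared by all PICs, 19 were not called for HEC or CMC. The exception was CYLD, a deubiquitinase that restrains NFκB, which rose with the PICs and fell by log2 2.06 (SE 0.38, adjusted p = 0.00373) with HEC by limma. Its log2 level was 4.90 ± 0.86 (SD, n = 9) with HEC and 6.96 ± 1.33 (SD, n = 53) in GM. With CMC it was 6.77 ± 0.87 (SD, n = 9), which did not pass the test (adjusted p = 0.939 from limma). With runs as a random block the call for HEC is lost (adjusted p = 0.332). It is also lost with GM replicates 1 to 9 as the only controls, with or without a replicate block. OLR1, a scavenger receptor, TNFAIP3, the ubiquitin-editing inhibitor A20, and NFKBIZ, an IκB protein of the nucleus, had fold changes of 1.35, 1.02 and 1.08 with HEC and of -1.18, -1.07 and 1.16 with CMC, none of them past the test.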

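MMP1, an interstitial collagenase that cleaves fibrillar collagen, rose with imiquimod and N-9. Its fold change was 10.7 with imiquimod (adjusted p = 1.39e-05 from limma) and 8.28 with N-9 (adjusted p = 1.92e-06). It was 3.24 with MALP2, 2.10 with TNF-α and 2.07 with Pam3CSK4, which did not pass the test (adjusted p = 0.0803, 0.731 and 0.514). With HEC the fold change was 2.56 (adjusted p = 0.176 from limma), at a log2 level of 10.76 ± 0.44 (SD, n = 9) against 9.40 ± 1.77 (SD, n = 53) in GM, and 9 of 9 HEC arrays lay above the GM median. With CMC it was -1.07 (adjusted p = 0.978). With GM replicates 1 to 9 as the only controls and a replicate block added, MMP1 was called lower with CMC. Of 26 genes of the matrix, proteases and integrins, 9 rose with imiquimod, 10 rose and 2 fell with N-9, 7 rose with Pam3CSK4 and 2 with TNF-α (adjusted over the list alone, 12 rose with imiquimod, 10 rose and 3 fell with N-9, 13 rose and 1 fell with Pam3CSK4, and 4 rose with TNF-α). The stromelysin genes MMP3 and MMP10 rose by log2 2.81 (SE 0.45) and 3.34 (SE 0.39) with imiquimod and by log2 2.66 (SE 0.38) and 3.33 (SE 0.33) with N-9, and the gelatinase gene MMP9 by log2 2.86 (SE 0.46) with TNF-α and 3.54 (SE 0.42) with Pam3CSK4. The shift of the list holds for Pam3CSK4 (adjusted p = 0.0022 with an estimated correlation) and is lost for imiquimod (adjusted p = 0.0694 with an estimated correlation), N-9 (adjusted p = 0.157 with an estimated correlation) and TNF-α (adjusted p = 0.164 with an estimated correlation). The methods' analysis of variance with the fold limit calls MMP1 as higher with HEC, MALP2, TNF-α and Pam3CSK4.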

Upregulated by PICs, MMP1 was also upregulated in HEC treatments (fold change 3.3). COL8A1 was downregulted by PICs and both NICs, HEC and CMC (fold change -3.0 and -2.3 respectively). Therefore these genes were excluded from the final list of the PIC-specific probesets. 

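COL8A1, a chain of the short-chain collagen type VIII, fell with MALP2, by log2 2.98 (SE 0.61, adjusted p = 0.000264) from limma. Its fold change was -2.18 with TNF-α, -2.82 with Pam3CSK4, -2.40 with imiquimod and -1.48 with N-9, none of which passed the test (adjusted p = 0.703, 0.241, 0.202 and 0.506). With HEC it was -2.12 (adjusted p = 0.287) and with CMC -1.85 (adjusted p = 0.724). The log2 level was 7.90 ± 1.20 (SD, n = 9) with HEC, 8.09 ± 1.04 (SD, n = 9) with CMC and 8.98 ± 1.40 (SD, n = 53) in GM. With MALP2, 9 of 26 genes of the matrix, proteases and integrins rose and 1, COL8A1, fell (12 and 1 when adjusted over the list alone, adjusted p = 0.0177 with an estimated correlation). Without SERPINB2, which the study chose on these arrays, the shift of this list stays (adjusted p = 0.0296 with an estimated correlation), a test added after the results were seen. The collagenase gene MMP13 rose from a dim log2 level of 3.02 ± 0.96 (SD, n = 53) in GM to 6.23 ± 0.91 (SD, n = 6). The methods' analysis of variance with the fold limit calls COL8A1 as lower with HEC, TNF-α, Pam3CSK4 and imiquimod.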

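The genes that the paper's S10 Table lists for all PICs include several that are not chemokines or NFκB regulators. The hair keratin KRT34, whose probeset is named by that table and has several genes in the array annotation, rose 49.0-fold with MALP2, 35.8-fold with imiquimod, 5.97-fold with Pam3CSK4 and 4.20-fold with N-9. With TNF-α its fold change was 3.83 (adjusted p = 0.3 from limma), and its call with Pam3CSK4 is lost with runs as a random block (adjusted p = 0.0897). SPRR2B, a cornified envelope protein, rose 21.2-fold with MALP2, 13.7-fold with Pam3CSK4 and 8.93-fold with imiquimod. INHBA, a subunit of activin, rose 5.91-fold with TNF-α and 6.44-fold with MALP2, and G0S2 rose 4.99-fold with MALP2. PION, named GSAP in the annotation, encodes the gamma-secretase activating protein and passed both thresholds with MALP2 (3.21-fold) and imiquimod (2.33-fold), and PRDM1, a transcriptional repressor, with imiquimod (5.26-fold), MALP2 (4.07-fold), TNF-α (3.50-fold) and N-9 (2.93-fold). PPP4R4, a regulatory subunit of a protein phosphatase, rose 2.51-fold with MALP2, 2.23-fold with Pam3CSK4 and 2.07-fold with imiquimod, and the last 2 calls are lost with runs as a random block (adjusted p = 0.152 and 0.0725). The 20 PIC-DGs have 24 probesets in the copy of the S10 Table used here, which holds 26 of its 27 probesets with MMP1 and COL8A1 included. At 1 probeset per gene and an adjusted p under 0.05, 13 of the 20 genes rose with TNF-α, 17 with Pam3CSK4, 19 with MALP2, 19 with imiquimod and 16 with N-9, and 1, SDPR, fell with MALP2, imiquimod and N-9. The study chose these genes on these arrays, so their direction is not independent evidence. When adjusted over the list alone, 19 rose and 1 fell with every PIC. With HEC 1 fell and 0 rose by limma.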

The final list of the probesets altered by PIC but not NIC treatments contains 25 probesets mapped to 20 PIC discriminatory genes (**PIC-DG**) (Table 3, S10 Table).

**Table 3:** Genes differenially expressed in VK2 cells treated with proinflammatory/immunomodulatory compounds.

		Fold change—treatment vs GM					
Gene Symbol	UniGene ID	TNF-α	Pam3CK4	MALP2	imiquimod	N9	Gene name
TNFAIP3	Hs.211600	10.4	5.3	9.4	5.8	3.6	tumor necrosis factor, alpha-induced protein 3
INHBA	Hs.583348	4.8	2.9	5.1	4.8	2.1	inhibin, beta A
G0S2	Hs.432132	4.1	2.8	4.1	4.2	4.3	G0/G1switch 2
CXCL3	Hs.89690	3.7	2.7	8.9	11.5	4.1	chemokine (C-X-C motif) ligand 3
CXCL2	Hs.75765	3.9	5.5	7.9	9.9	4.3	chemokine (C-X-C motif) ligand 2
PRDM1	Hs.436023	3.9	2.3	5.5	6.4	5.9	PR domain containing 1, with ZNF domain
MAFB	Hs.169487	3.3	4.3	5.0	7.1	2.7	v-maf musculoaponeurotic fibrosarcoma oncogene homolog B (avian)
FGF2	Hs.284244	2.2	2.4	2.1	2.5	6.0	fibroblast growth factor 2 (basic)
SERPINB2	Hs.594481	3.1	3.2	3.7	3.6	2.7	serpin peptidase inhibitor, clade B (ovalbumin), member 2
NFKBIZ	Hs.319171	2.4	3.6	4.8	3.1	2.5	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, zeta
PPP4R4	Hs.259599	2.3	2.5	2.6	2.1	2.2	protein phosphatase 4, regulatory subunit 4
PION	Hs.186649	2.0	2.1	3.0	2.2	2.1	pigeon homolog (Drosophila)
CYLD	Hs.578973	2.4	3.0	2.4	4.6	2.0	cylindromatosis (turban tumor syndrome)
PTGS2	Hs.196384	3.7	3.5	7.5	7.1	12.5	prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase)
CCL20	Hs.75498	9.2	19.0	22.2	22.8	3.4	chemokine (C-C motif) ligand 20
OLR1	Hs.412484	25.5	30.4	38.3	22.2	3.9	oxidized low density lipoprotein (lectin-like) receptor 1
SPRR2B	Hs.568239	3.5	9.9	14.4	4.8	2.9	small proline-rich protein 2B
IL8	Hs.624	8.8	16.4	40.2	16.1	4.2	interleukin 8
KRT34	Hs.296942	2.3	3.4	20.0	15.4	2.7	keratin 34
SDPR	Hs.26530	-2.9	-3.1	-4.0	-4.4	-4.8	serum deprivation response (phosphatidylserine binding protein)

Of these genes, 19 genes are upregulated, and one is downregulated. 

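SDPR, a protein of caveolae whose gene is CAVIN2 in the array annotation, was the gene of the list with lower mean levels than GM after every PIC, and the other 19 had higher ones. SDPR fell with MALP2 (fold change -4.88, adjusted p = 0.00108 from limma), imiquimod (to a dim log2 level of 4.51 ± 1.72 (SD, n = 6), so no fold change is given, adjusted p = 3.34e-06) and N-9 (-2.70, adjusted p = 0.0108). With TNF-α the fold change was -3.38 (adjusted p = 0.148) and with Pam3CSK4 -2.65 (adjusted p = 0.155), which did not pass the test on this probeset. Another probeset of the gene was called lower with Pam3CSK4, MALP2 and imiquimod (log2 changes of -1.28, -1.32 and -1.19), calls that are lost with runs as a random block (adjusted p = 0.234, 0.0838 and 0.104). The log2 level of SDPR was 7.56 ± 1.00 (SD, n = 53) in GM and 6.13 ± 2.61 (SD, n = 9) with N-9, where the arrays spread most. With HEC the fold change was -1.51 (adjusted p = 0.514) and with CMC 1.04 (adjusted p = 0.987). Of the 26 probesets of the S10 Table used here, 17 were called higher with TNF-α, 19 with Pam3CSK4, 23 with MALP2, 24 with imiquimod and 21 with N-9, and 2, 1 and 1 were called lower with MALP2, imiquimod and N-9.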

A heatmap and hierarchical clustering generated from expression profiles of 20 discriminatory genes common to all PIC treatments of Vk2 cells clearly demonstrates segregation of PICs from NICs (Fig 2).

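The expression of the 20 genes, averaged per array, was higher in every PIC group than in GM, HEC or CMC. With SDPR counted with its sign turned and each gene centred on GM, this PIC-DG score was 2.50 ± 0.55 (SD, n = 32) for PIC arrays and -0.12 ± 0.62 (SD, n = 71) for GM, HEC and CMC arrays. MALP2 had the highest mean, 3.12 ± 0.28 (SD, n = 6), followed by imiquimod with 2.97 ± 0.51 (SD, n = 6), Pam3CSK4 with 2.36 ± 0.18 (SD, n = 6), TNF-α with 2.33 ± 0.28 (SD, n = 5) and N-9 with 1.97 ± 0.30 (SD, n = 9). HEC lay at -0.39 ± 0.61 (SD, n = 9) and CMC at -0.52 ± 0.37 (SD, n = 9). The PIC and other arrays differed by 2.62 on the log2 scale (two-sided permutation test, p = 1e-05, the smallest these permutations can give). Averaged over runs, 11 PIC runs differed from 24 others by 2.60 (permutation test, p = 1e-05, again the smallest), and the lowest PIC run, at 1.66, lay above the highest other run, at 0.94. Against GM, exact two-sided Wilcoxon rank-sum tests gave a p, adjusted over 7 treatments, of at most 2.45e-06 for each PIC, 0.184 for HEC and 0.00307 for CMC. Taken on run means in a test added after the results were seen, the adjusted p was at most 0.0147 for each PIC, 0.412 for HEC and 0.093 for CMC (3 runs against 18), which leaves the difference of CMC open. HEC and CMC differed by a median shift of 0.01, with a 95% interval from -0.55 to 0.64 (exact Wilcoxon rank-sum test, p = 1). Because the study chose the genes on these arrays, probesets shared by all PICs were also selected on odd-numbered arrays alone. The 7 selected gave 3.57 ± 0.98 (SD, n = 15) for PICs and -0.09 ± 0.54 (SD, n = 34) for the others among the even-numbered arrays (permutation test, p = 1e-05, the smallest), although arrays of 1 run fall on both sides of that division. The 5 selected on even-numbered arrays gave 2.53 ± 0.78 (SD, n = 17) for PICs and -0.03 ± 0.67 (SD, n = 37) for the others among the odd-numbered arrays, where the highest other array reached 3.14. Clustering of the group means by average linkage placed all 5 PICs in 1 branch and GM, HEC and CMC in another, joined at a height of 14.3 against at most 5.48 within the branches. MALP2 lay next to imiquimod and TNF-α next to Pam3CSK4. Of single arrays, all 32 PIC arrays and 1 of the 71 others, GM replicate 15, formed 1 branch, and with a correlation distance 7 of the 71 joined it. From the heatmap and clustering of these genes the paper concludes that the PIC treatments are segregated from the NIC treatments.

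**Figure D1:**
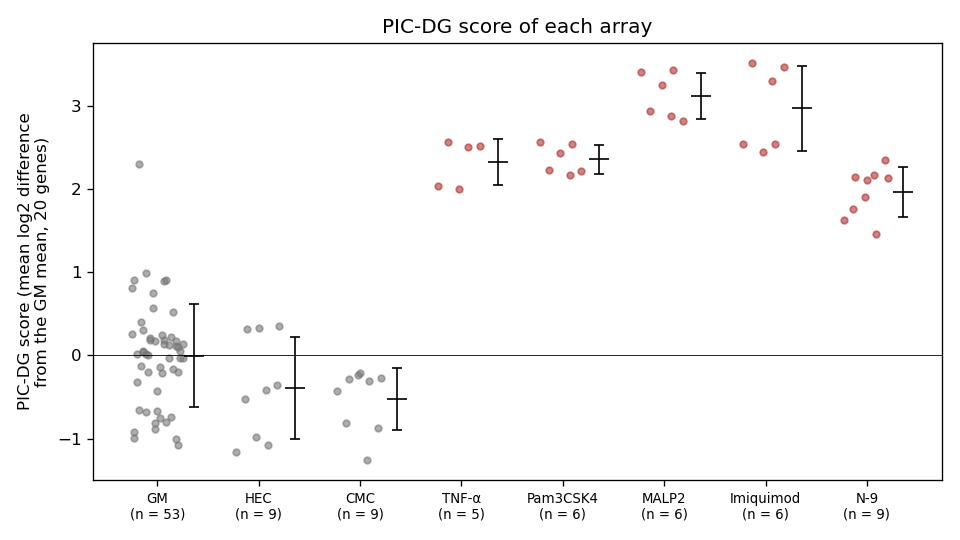
PIC-DG score (mean log2 difference from GM over the 20 genes, vertical axis) of each array by treatment (horizontal axis). Points are arrays and bars show the mean and SD of each group. The PIC means lie between 1.97 and 3.12, and GM replicate 15 is the GM point at 2.30.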

**Fig 2:**
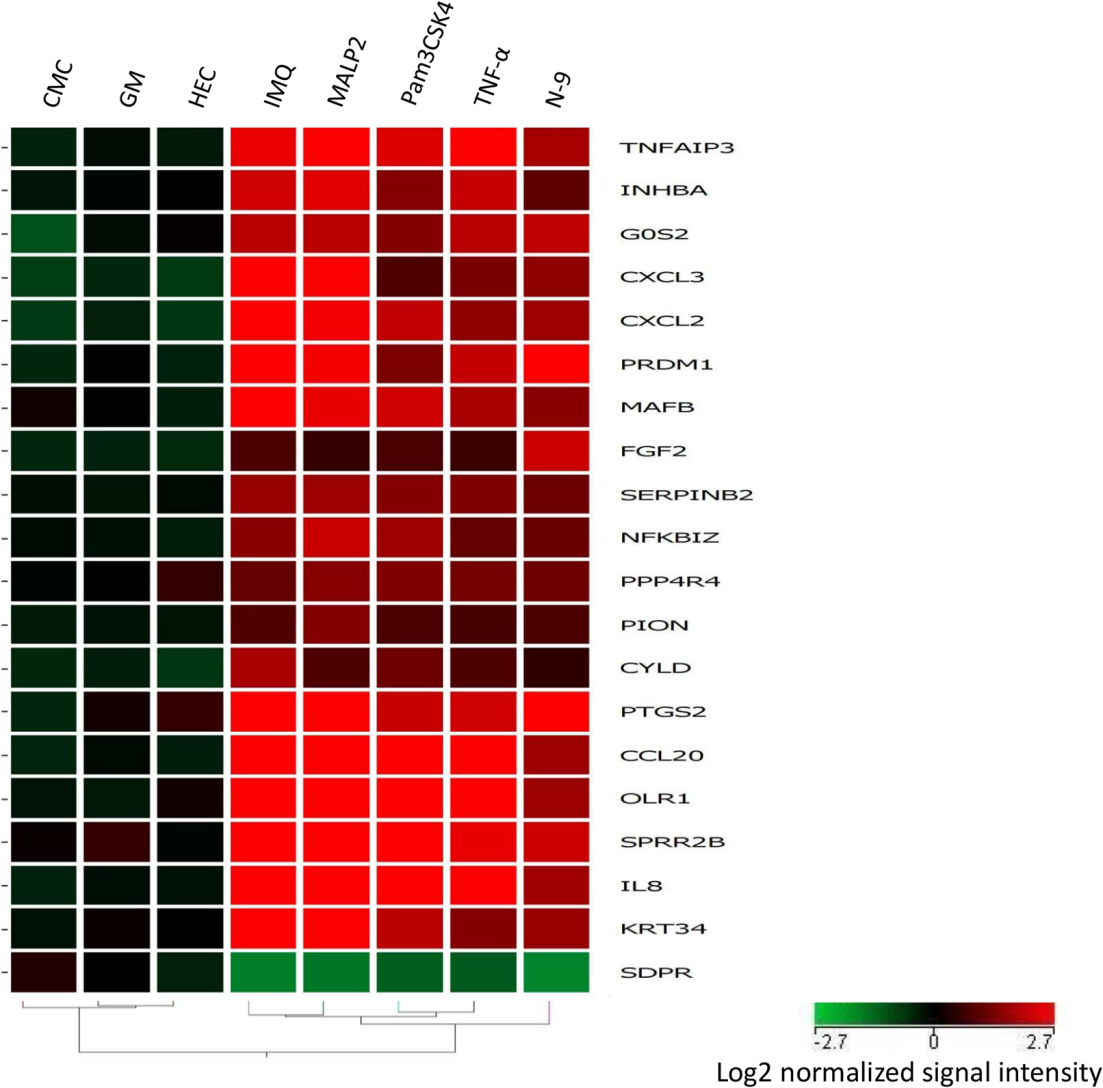
Hierarchical clustering of the 20 discriminatory genes was performed using GeneSpring 11.5 as described in Materials and Methods. Columns represent treatments, rows represent genes. Gene expression levels are indicated by color: red is for upregulation and green is for downregulation. Expression data are averages from at least six experiments/microarrays for each treatment. Hierarchical clustering based on the discriminatory genes demonstrates sharp segregation of the PIC vs NIC treatments.

### Functional analysis of the discriminatory genes

Functional analysis of the PIC-DGs was performed using Ingenuity Pathway Analysis (IPA). All 20 genes were mapped and found to be network-eligible; 18 genes were function/pathway eligible. The top biofunctions for PIC-DGs, as revealed by IPA, are presented in Table 4. Inflammatory response was indicated as the most significant biofunction (p value 3.05E-07–2.05E-0.3), thus supporting pro-inflammatory activity as the principal common feature for the selected PICs, in spite of belonging to diverse molecular and mechanistic categories. Inflammatory/immune modulating response function was attributed by IPA to twelve genes from the PIC-DG list.

**Table 4:** Functional categories of the PIC/NIC discriminatory genes^a^.

Gene	Inflammatory/ immune response	Immune Cell Trafficking	Cellular movement	Cellular Growth & Proliferation	Cell Death	Cancer
P value	4.62E-07 - 3.19E-03	2.24E-07 - 3.19E-03	2.79E-08 - 3.19E-03	6.92E-07 - 3.19E-03	1.17E-06 - 3.19E-03	1.43E-05 - 3.14E-03
PTGS2	x	x	x	x	x	x
CXCL2	x	x	x	x	x	x
CXCL3	x	x	x	x	x	x
FGF2	x	x	x	x	x	x
IL8	x	x	x	x	x	x
INHBA	x	x	x	x	x	x
TNFAIP3	x	x	x	x	x	
NFKBIZ	x	x	x	x	x	
OLR1	x	x	x		x	x
CCL20	x	x	x	x		
CYLD	x			x	x	x
PRDM1	x			x	x	x
MAFB	x		x	x	x	x
SERPINB2	x		x	x	x	x
SPRR2A						x
SDPR						x
G0S2					x	
# Molecules	14	10	12	12	14	13

^**a**^Classification is based on IPA functional analysis and published literature. P values are estimated by IPA

We extended the IPA-generated list of genes belonging to this category by including PIC-upregulated *MAFB* and *SERPINB2* (see below and Discussion) based on recently published studies indicating their link to the inflammatory/ immunomodulatory processes [54,55]. 

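SERPINB2, an inhibitor of plasminogen activators named by the S10 Table and not by the array annotation, was already abundant in GM, at a log2 level of 13.03 ± 1.04 (SD, n = 53), and rose with every PIC. It rose 2.97-fold with TNF-α, 3.41-fold with Pam3CSK4, 3.23-fold with MALP2, 3.41-fold with imiquimod and 2.36-fold with N-9, with adjusted p of at most 0.0199. Its mean log2 levels with the first 4 of these lay between 14.60 and 14.80, above that of GAPDH in GM (14.39). Whether SERPINB2 was near the upper limit of the signal there was not tested. In TNF-α replicate 1 its log2 level of 14.82 stood above the nearest of the others, 14.59. With HEC and CMC its fold changes were 1.03 and -1.20, neither past the test.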

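The chemokine genes CCL20, IL8, CXCL2 and CXCL3 rose with all 5 PICs. CCL20 rose least with N-9, 15.3-fold, to a log2 level of 9.46 ± 0.64 (SD, n = 9), and reached 12.41 ± 0.75 (SD, n = 6) with imiquimod. IL8, which attracts neutrophils and is CXCL8 in the array annotation, rose on 1 of its probesets by 12.0-fold with TNF-α, 23.3-fold with Pam3CSK4, 64.7-fold with MALP2, 11.0-fold with imiquimod and 14.4-fold with N-9. On the other probeset listed in the S10 Table it rose 8.68-fold with Pam3CSK4, 17.0-fold with MALP2, 8.63-fold with imiquimod and 5.56-fold with N-9, and the fold change of 5.24 with TNF-α did not pass the test (adjusted p = 0.207 from limma). CXCL2 and CXCL3, which also attract neutrophils, rose most with imiquimod, 9.24-fold and 15.1-fold. CXCL2 rose 4.52-fold with TNF-α, 4.22-fold with Pam3CSK4, 7.97-fold with MALP2 and 6.45-fold with N-9. The increases of CXCL3 were 5.10-fold, 3.44-fold, 9.80-fold and 7.27-fold, and Pam3CSK4 replicate 5 had a log2 level of 9.45 against 9.18 for the nearest of its group. The adjusted p of these increases of CXCL2 and CXCL3 was at most 0.000748. With HEC and CMC the fold changes of the 4 genes lay between -3.65 and -1.25, with no adjusted p under 0.05.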

Four genes in the category of inflammatory/immune response, *CCL20*, *IL8*, *CXCL2*, *CXCL3*, encode for chemokines that are involved in immune cells trafficking. IL8 is also known as one of the major mediators of inflammatory responses. Other genes in this category include *OLR1*, *PTGS2*, *TNFAIP3*, *CYLD* and *NFKBIZ*. 

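OLR1, TNFAIP3, CYLD and NFKBIZ rose with all 5 PICs, and PTGS2 with TNF-α, MALP2, imiquimod and N-9. OLR1 rose 20.5-fold with TNF-α, 26.0-fold with Pam3CSK4, 36.0-fold with MALP2, 17.8-fold with imiquimod and 4.32-fold with N-9, with adjusted p of at most 1.19e-08 from limma. TNFAIP3 rose, on the first of its probesets in the S10 Table, 10.8-fold with TNF-α, 9.62-fold with MALP2, 5.43-fold with N-9, 5.24-fold with imiquimod and 4.88-fold with Pam3CSK4. CYLD rose 5.12-fold with TNF-α, 6.53-fold with Pam3CSK4, 5.79-fold with MALP2, 11.6-fold with imiquimod and 3.75-fold with N-9. In the paper's qPCR, however, CYLD was the exception among the selected genes and showed no significant upregulation. NFKBIZ rose between 2.14-fold with TNF-α and 4.48-fold with MALP2. On 1 of its probesets PTGS2 rose 8.94-fold with N-9, 7.73-fold with MALP2, 6.53-fold with imiquimod and 4.82-fold with TNF-α, and its fold change with Pam3CSK4 was 2.90 (adjusted p = 0.104). With runs as a random block the calls of CYLD and PTGS2 with TNF-α are lost (adjusted p = 0.0568 and 0.145).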

OLR1 is a receptor for oxidatively modified low density lipoprotein (oxLDL) that upon binding by its ligand induces activation of NFκB (nuclear factor kappa B), the master complex in immunoinflammatory response. PTGS2 (prostaglandin synthase-2) also called COX-2 (cyclooxygenase-2) is one of the key enzymes involved in inflammatory processes [56,57]. TNFAIP3 (A20) and CYLD are deubiquitinating enzymes that play a prominent role in inflammatory signaling by regulating NFkB activation. Another molecule that is tightly associated with NFκB regulation is NFKBIZ, NFκB inhibitor-zeta, also known as I kappa B zeta.

Other important top biofunctions/diseases include immune cell trafficking, cellular movement, cellular growth and proliferation, cancer, and cell death (Table 4).

Functional analysis (by IPA) of relationships between PIC-DGs highlighted inflammatory response and cellular movement as the highest scored hypothetical gene networks (Fig 3).

**Fig 3:**
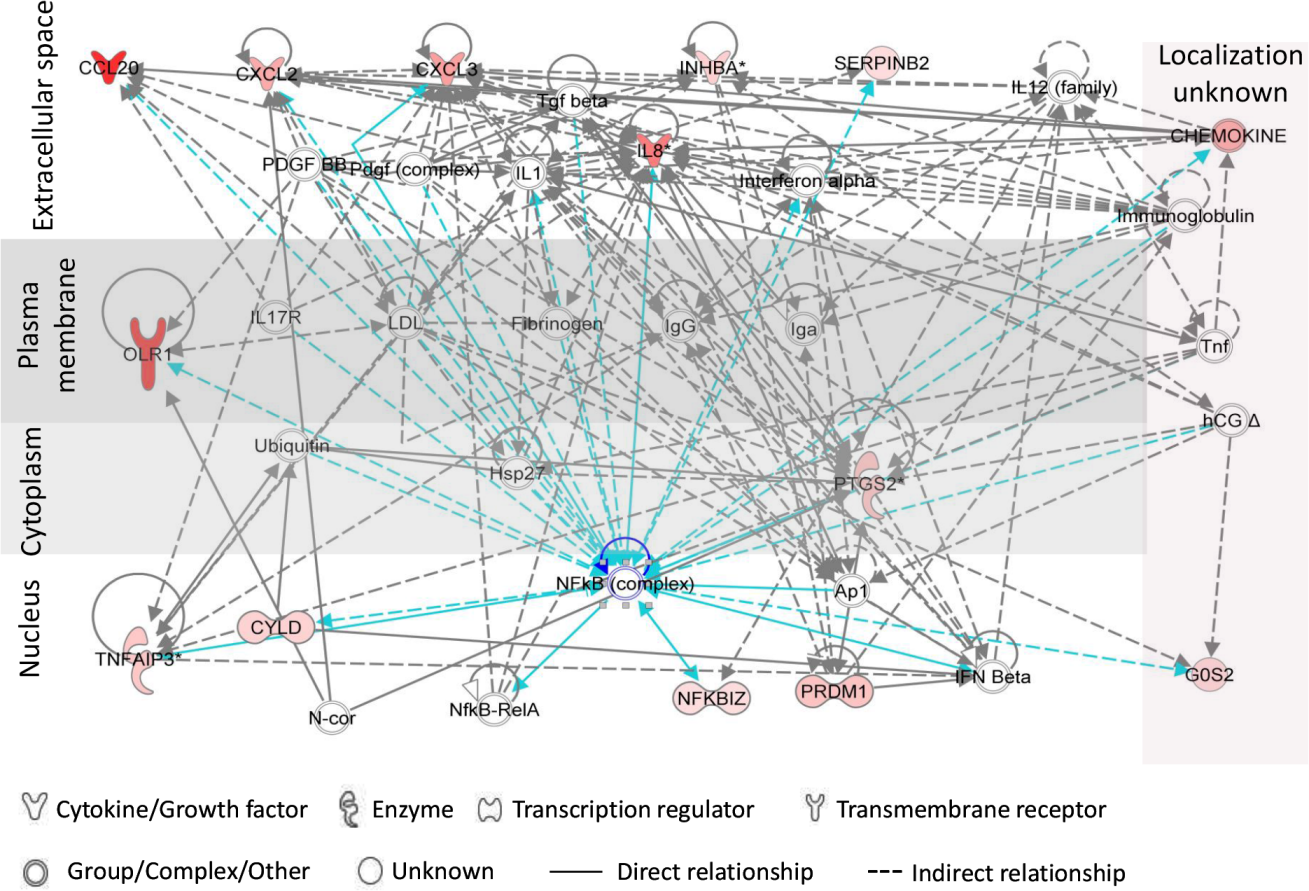
Top network of Vk2 PIC/NIC discriminatory genes generated by Ingenuity Pathway Analysis. Red/pink color indicates upregulation of the genes (microarray data). Connections of NFkB complex with other genes is shown in blue color.

Products of six of these genes are localized to the extracellular space, with functions involved in communication with other cells including chemotaxis of immune cells (Fig 3). Of importance, a factor assigned by IPA as a central mediator for most of the PIC-DGs is nuclear factor kB (NFκB), which is a key molecule in the control of inflammatory and immune responses [58–62].We have earlier demonstrated that N-9 activates NFκB signaling pathway in Vk2 cells [34]. In the present study we validate the IPA-identified central position of NFκB in gene deregulation induced by TNF-α and TLR ligands in human vaginal cells. We demonstrate that following the treatments, fast degradation of IκB-α takes place in the cytoplasm accompanied by release and translocation of p65/NFκB to the nucleus indicating NFkB activation (Fig 4).

**Fig 4:**
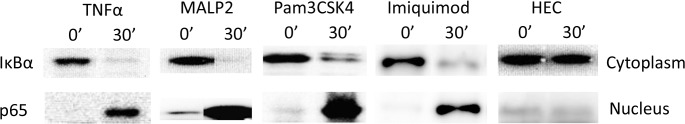
NFκB activation in Vk2 cells in response to PIC treatments. Fast degradation of IκB-α in the cytoplasm and translocation of p65/NFkB to the nucleus following Vk2 cells exposure to PICs was detected in cytoplasmic and nuclear fractions using corresponding antibodies.

### Real-time qPCR analysis of selected genes

Based on their functions and level of expression, eight genes, *PTGS2*, *CCL20*, *IL8*, *CXCL2*, *CXCL3*, *TNFAIP3*, *OLR1* and *CYLD*, were selected for validation by qPCR. All selected genes, except for *CYLD* showed significant upregulation (Fig 5), thus confirming the microarray data.

**Fig 5:**
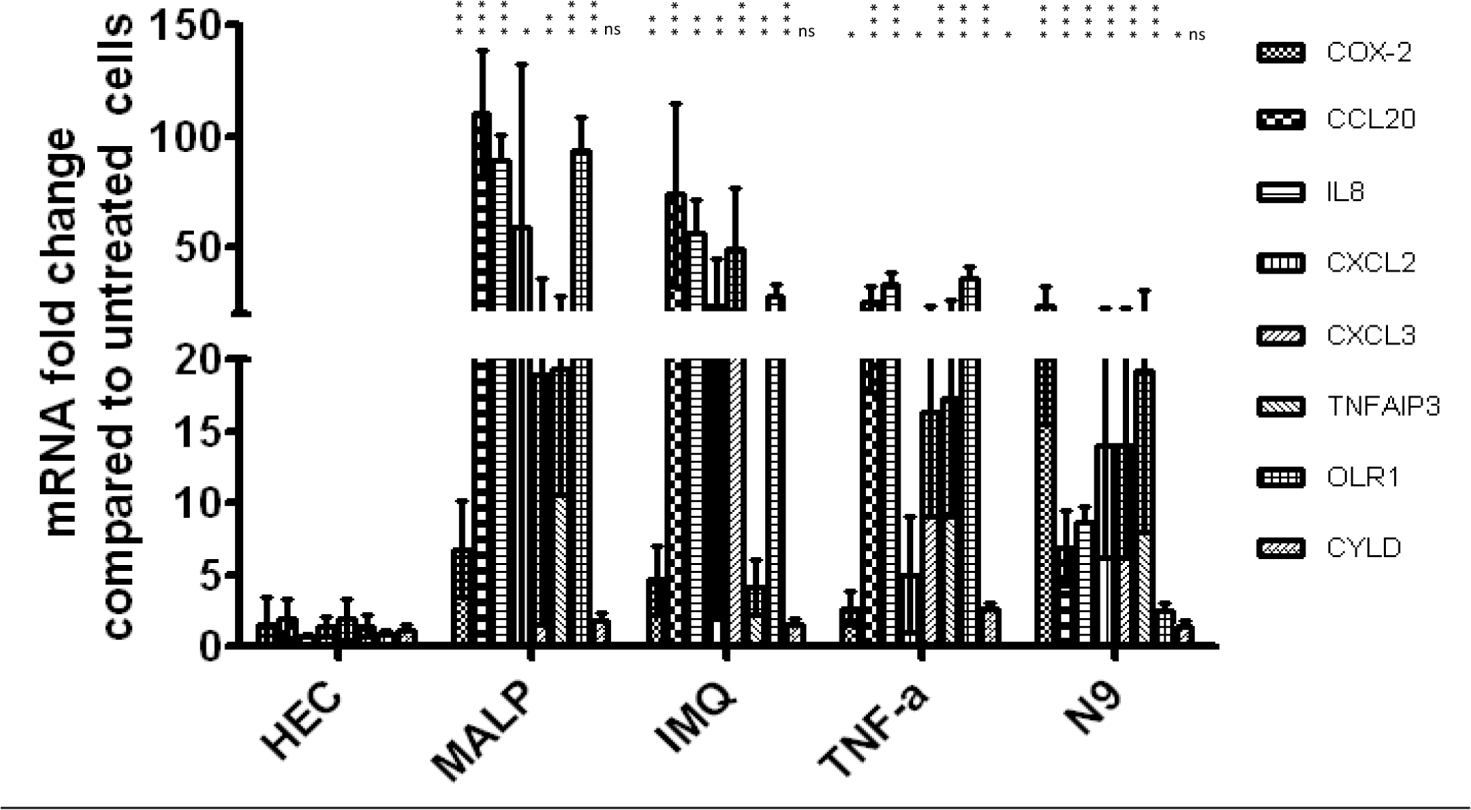
Real-time qPCR validation of changes in expression of eight selected genes observed in microarray analysis. Bars represent the mean ± SD of fold change relative to growth medium control. At least 3 independent experiments were performed for each treatment. All genes were normalized to GAPDH. Asterisks placed vertically denote p values for each PIC treatment relative to HEC used as a reference. (***p<0.0005, **p<0.005, *p< 0.05; Student t-test)

Generally, most of the genes tested demonstrated higher fold changes with qPCR compared to microarray. A similar trend was also described by others [63,64].

### Evaluation of candidate microbicides using discriminatory genes

We used a panel of PIC-DG to test their discriminatory power and to evaluate the pro-inflammatory potential of several microbicides /active ingredients: non-ionic detergent C31G (an active ingredient of Savvy), non-ionic polymers—PRO2000, cellulose sulfate (CS), dextran sulfate (DS), reverse transcriptase inhibitors (RTI)—nucleoside/nucleotide RTI (NRTI)—tenofovir (TFV) and emtricitabine (FTC), and non-NRTI (NNRTI)—UC781. The heatmap of cluster analysis of microarray data demonstrates that C31G clusters together with PICs, while the other candidate microbicides proved to be not pro-inflammatory by this gene expression profile (Fig 6).

**Fig 6:**
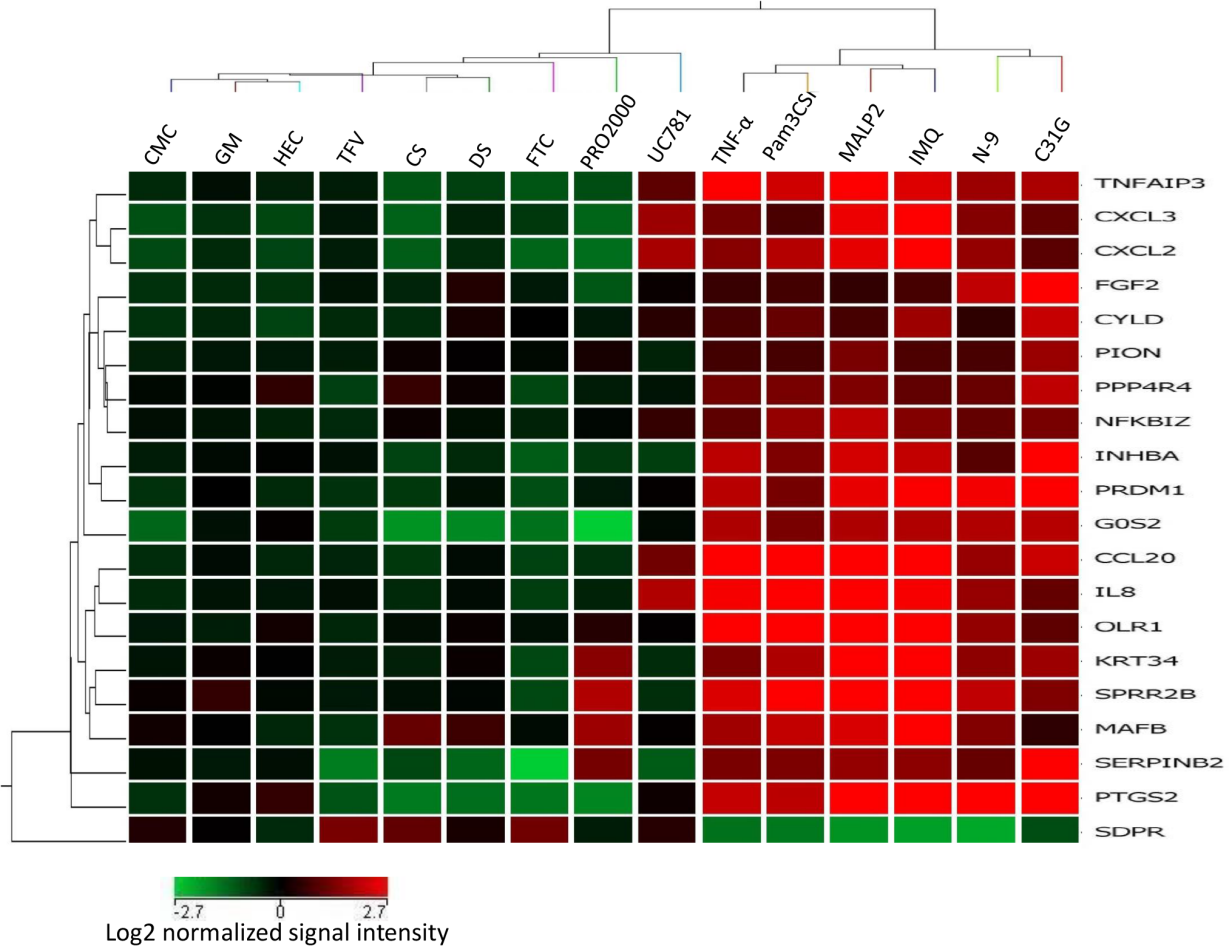
Transcription profile of the 20 discriminatory genes expression in Vk2 cells exposed to candidate microbicides and selected PICs and NICs. Columns represent treatments, rows represent genes. Gene expression levels are indicated by color: red is for upregulation and green is for downregulation. Expression data are averages from at least six experiments/microarrays for each treatment. Clustering based on 20 PIC/NIC discriminatory genes places C31G (known as causing inflammatory response) to the PIC category, while dextran sulfate (DS) and cellulose sulfate (CS)—into the NIC group.

It should be noted, however, that although UC781 clustered with the NIC group, it caused upregulation of several of the PIC-DGs belonging to inflammation/immune response category which was confirmed by real-time RT-PCR analysis (Fig 7).

**Fig 7:**
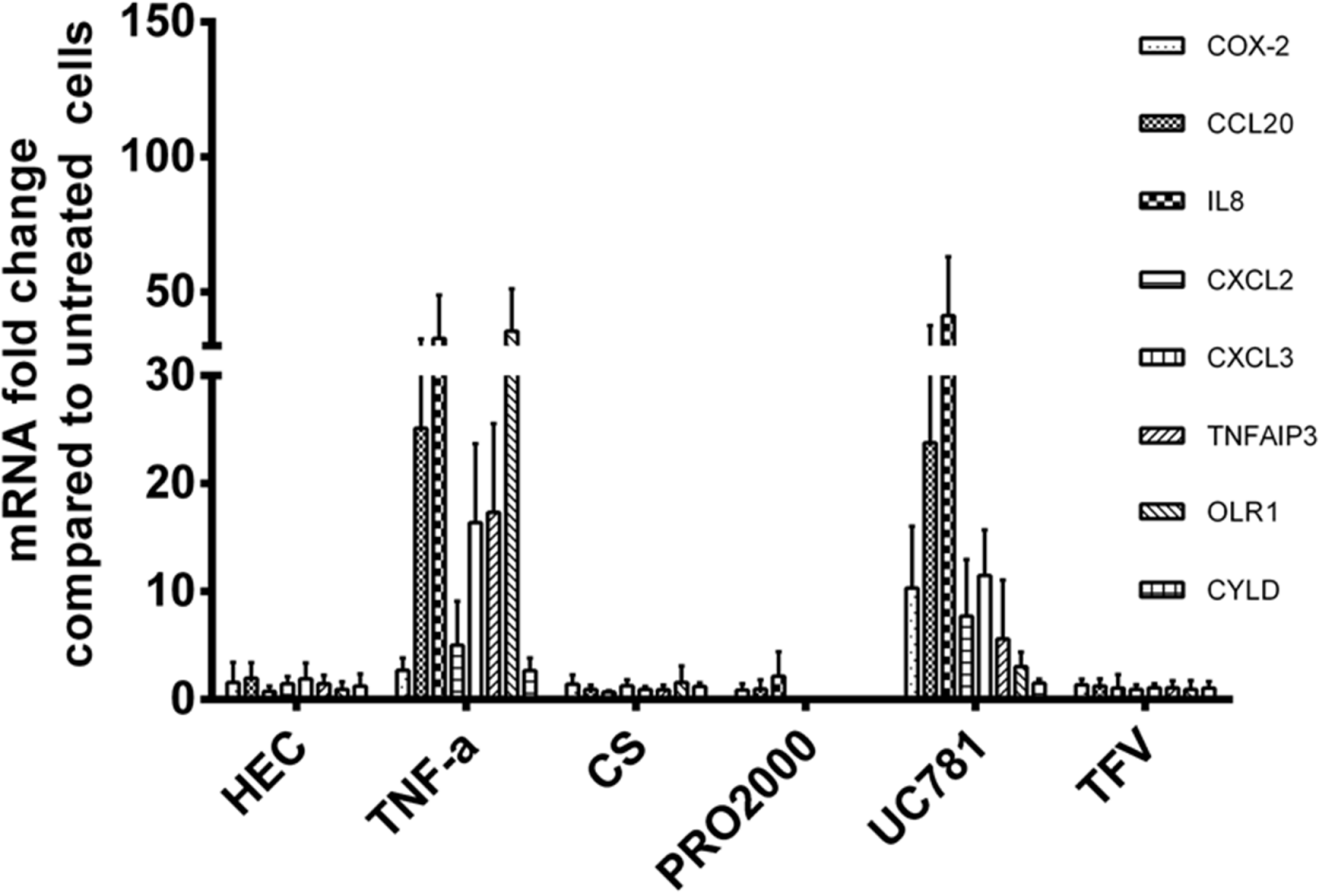
Real-time qPCR validation of changes in expression of eight selected genes observed in the microarray analysis of microbicide candidates. Experimental details are as in Fig 5. HEC and TNF-α are added as references.

### Panel of selected PIC-DGs clearly discriminates normal vaginal flora- from BV-related bacteria in the Vk2 cell test model

Earlier we demonstrated that *P*.*bivia*, bacteria associated with BV caused significant NFkB activation and increase in IL-8 level in Vk2 cells [41]. In the study reported herein, vaginal epithelial expression of seven selected PIC-DGs, *PTGS2*, *CCL20*, *IL8*, *CXCL2*, *CXCL3*, *TNFAIP3*, *OLR1*, following exposure to *P*. *bivia* and beneficial commensal *Lactobacillus (L*.*) gasseri* was compared using qPCR. Strong induction of all seven PIC-DG by *P*. *bivia* (3 to 75 fold increase), but not by *L*. *gasseri*, was observed (Fig 8), thus validating the discriminatory power of these genes in pathologically relevant conditions of the cervicovaginal tract.

**Fig 8:**
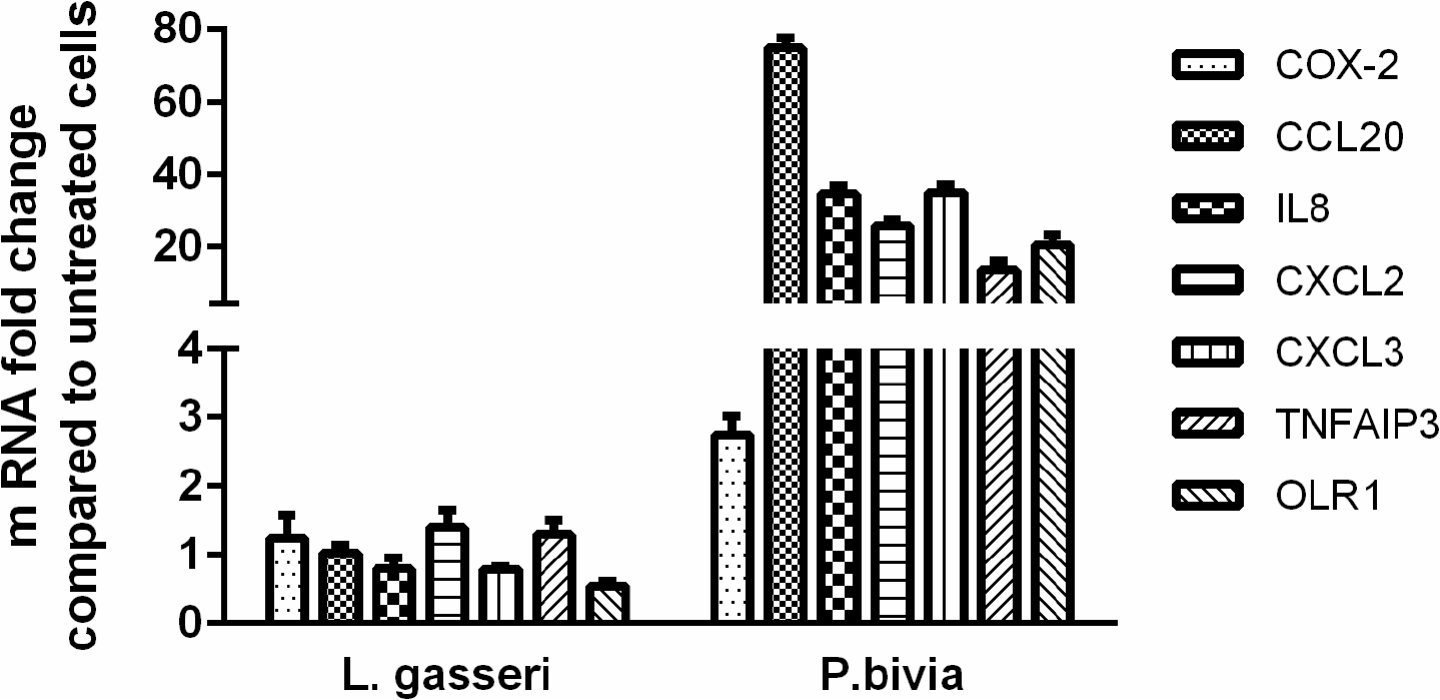
PIC-DG expression following bacterial colonization of Vk2 cells as revealed by quantitative real time RT-PCR. P. bivia (right) induced strong upregulation of all seven PIC-DEGs, while L. gasseri (left) did not cause any changes. Results are presented as mean ±SD of three experiments.

## Discussion

The molecular and cellular mechanisms underpinning HIV-1 vaginal transmission are not yet fully understood. Numerous studies indicate that the initial targets of HIV-1 infection could primarily be CD4+ T cells, with dendritic cells (DC), Langerhans cells (LC), and/or macrophages also playing a role (reviewed in [18,65]). Inflammation and immune activation of cervicovaginal mucosa are considered factors that increase susceptibility to HIV infection due to recruitment and activation of HIV-target immune cells and increased production of immunostimulatory factors that paradoxically intensify HIV replication at the sites of viral exposure. [13–18]. In addition, cervicovaginal inflammation may cause disruption of the epithelial barrier, thus providing a portal for viral entry [66,67]. Therefore, it is critical to screen candidate microbicides for potential mucosal immunomodulatory/inflammatory effects. The goal of this study was to develop an *in vitro* method for preclinical evaluation of pro-inflammatory/immunomodulatory potential of new candidate microbicides and identify new biomarkers of mucosal alteration. To this end, we compared gene expression profiles of Vk2 cells treated with PICs and NICs in order to get a panel of genes that are consistently altered by PICs compared to NICs, thus distinguishing between these two groups.

To make the discriminatory genes more encompassing we selected PICs that belong to different molecular and mechanistic groups. TNF-α is a well characterized pleiotropic proiflammatory cytokine [68,69]. N-9, a nonionic cell membrane disrupting surfactant, is a microbicide that increased the probability of HIV-1 transmission in clinical trials, supposedly, due to vaginal mucosa irritation and inflammation [70,71]. Furthermore, cervicovaginal lavages collected from women who had used N-9 for three days enhanced HIV replication *in vitro* [40]. The other pro-inflammatory group included different TLR-ligands (TLR-L) (Table 1). TLRs are signaling transmembrane proteins that recognize and rapidly respond to various conserved microbial pathogen-associated molecular patterns (PAMPs). The interaction of TLRs with their corresponding PAMPs leads to initiation of innate immune response and triggers pro-inflammatory pathways, in which activation of NFκB plays a central role (see reviews [58,59,61,62]. There are 10 TLRs identified in the human thus far. The female lower genital tract mucosa was found to express most of them [37,72–75]. There is strong evidence supporting the link between the presence of infectious conditions in the lower genital tract, including sexually transmitted infections (STI) and BV, and increased risk of HIV-1 acquisition [19–21]. It is possible that stimulation of innate immune and inflammatory signaling by the PAMP-activated cervicovaginal TLRs through cytokine and chemokine induction increases availability of HIV-1 target cells in the mucosal epithelium, facilitating primary HIV-1 infection.

In this study we identified a set of 20 genes of which 19 genes are consistently activated and one gene is downregulated in human vaginal epithelial cells exposed to various compounds that shared proinflammatory/immunomodulatory activity. Our selection of the stimuli was confirmed by the functional analysis of these discriminatory genes using the IPA program and published data, which revealed that out of the 20 selected genes, 14 genes are known to be involved in inflammatory and immune responses. For most of our inflammation-related genes, their role in inflammatory responses is largely understood, albeit primarily in tissues other than the cervicovaginal mucosa. At the same time, novel features that might link them to HIV susceptibility have recently emerged (discussed below).

Although *in vivo* models have obvious limitations compared to the *in vitro* ones, the set of genes or biomarkers reported herein can be tested early in the process of drug discovery or product development to identify compounds with properties that may result in undesirable mucosal effects. In an attempt to validate this set of biomarkers, we tested microbicide candidates previously characterized in clinical studies with known cervicovaginal mucosal effects [2] and we were able to properly qualify those compounds. In clinical trials, CS, PRO2000 and DS appeared to be safe and did not cause adverse mucosal effects/epithelial disruption, while C31G might have caused vaginal alterations comparable to the effect observed with N-9 [2,76–80]. Clustering analysis of the microarray data classified C31G as PIC, while CS, DS, PRO2000 aligned with the NIC group in good correlation with the results from clinical trials. Tenofovir, currently completing a phase III confirmatory trial in the form of 1% vaginal gel, did not show a pro-inflammatory profile. This is in agreement with results from numerous safety studies including the Phase IIb trial, CAPRISA 004 [81–83]. Interestingly, although clustering with NICs, UC781 showed upregulation of certain PIC-associated genes. Product development of UC781 as a vaginal microbicide, which had reached clinical stage, was discontinued due to pharmaceutical and safety issues. High concentrations of UC781 revealed significant changes in the mucosa of macaques and rabbits [84].

In addition, the discriminatory power of seven selected PIC-DGs was confirmed in the bacterial exposure experiment using commensal and pathogenic microorganisms. We found strong induction of these selected PIC-DGs in Vk2 cells by *P*. *bivia* (3 to 75 fold increase), bacteria associated with BV [47–49]. By contrast, *L gasseri*, one of the dominant beneficial *Lactobacillus* species in the vagina of healthy women [43,44,46,85] did not cause any changes (Fig 8). Upregulation of inflammation-related genes by the BV-related bacteria may have pathogenic implications and provide further insight on the mechanisms underpinning increased rates of HIV-1 transmission in women with BV [86,87].

Clearly these new biomarkers do not identify every potential adverse effect on the cervicovaginal mucosa or environment. CS, which failed to protect women from HIV and may have even increased their susceptibility, did not show inflammatory effects, neither in this model nor in clinical studies. However, it has been reported that it might downregulate epithelial junctional proteins or alter the vaginal microbiome facilitating HIV infection [9,88].

In addition to generating a group of new biomarkers of vaginal mucosal alteration, the reported discriminatory genes may also provide clues to better understanding of the mucosal changes that coexist with and may facilitate HIV transmission. For instance, these genes include several widely known chemokines. IL8, is one of the major mediators of the inflammatory response [89,90]. This chemokine, also known as CXCL8, attracts T cells and neutrophils, stimulates adhesion of monocytes to endothelial cells via interaction with its receptors CXCR1 and CXCR2 [91]. High vaginal IL-8 levels were observed at BV [92] and in response to some pro-inflammatory compounds [29]. IL-8 was found to stimulate HIV-1 replication in T cells and macrophages and increase HIV-1 transmission in cervical explants tissues [93,94]. Much less is known about CXCL2 (MIP-2α, GRO-2, GRO-β) and CXCL3 (MIP-2β, GRO-3, GRO-γ) that are structurally related to IL-8. Like IL-8, they also interact with CXCR2 and are involved in inflammatory and immune responses by attracting and activating immune cells [95].

Another chemokine which is significantly upregulated by PICs is *CCL20*, or macrophage inflammatory protein 3α (MIP-3α). CCL20 is the only chemokine that interacts with CCR6 receptor [96] which is expressed by Th17 lymphocytes and by LCs. Several studies indicate that the CD4^+^ Th17 cells are early HIV/SIV preferential targets and are implicated in HIV pathogenesis [97–101]. Recruitment of CCR6-expressing Th17 cells through CCL20-CCR6 interactions was demonstrated in diverse tissues [102–104]. In the vaginal epithelium these interactions may bring more HIV-target cells to the site of viral exposure. CCL20 was shown to be the main chemoattractant for LCs in human vaginal epithelial cells [105]. Besides CCR6, mucosal LCs express HIV major receptors, CD4 and CCR5, and are capable of internalizing virions. It is still debated whether new virions can be produced by LCs and DCs, however, LCs are able to migrate from the mucosa to the lymph nodes where virions can be transmitted to lymphocytes for productive infection. In *in vivo* and *ex vivo* studies, involvement of LCs in HIV sexual infection has been clearly demonstrated [65,106–110]. In *ex vivo* experiments, inflammatory stimuli, TNF-α and Pam3CSK4 (a ligand for TLR1/TLR2 heterodimer) strongly increased HIV-1 transmission by LCs [107]. Conversely, suppression of CCL20 production and possible prevention of LCs and Th17 attraction and activation correlated with restriction of mucosal transmission of SIV, as demonstrated by glycerol monolaureate studies in non-human primates [13].

Upregulation of *PTGS2* by all PICs observed in this study is a strong assertion of the proinflammatory potential of the selected PICs. The protein encoded by *PTGS2*, most often called COX-2 (cyclooxygenase-2), is an inducible enzyme that is expressed in response to various pathophysiological stimuli. It is one of the key enzymes involved in inflammation. It catalyzes the first steps of conversion of arachidonic acid into prostaglandins (PG) that play an important role in inflammatory and immunomodulatory processes [111–113]. One of the major COX-2 products, PGE2 was shown to directly enhance HIV-1 long terminal repeat (LTR) transcription in human T cells [114]. We have earlier demonstrated that PGE2 levels were elevated in the vaginal epithelial cells following COX-2 induction in response to diverse pro-inflammatory/immunomodulatory stimuli [33,34]. Activation of *PTGS2* gene resulting in PGE2 elevation could be a factor contributing to HIV sexual transmission in inflammatory conditions.

*TNFAIP3* (tumor necrosis factor, alpha-induced protein 3) is another gene that plays an important role in regulation of inflammation and immunity and regulates NFκB. We also observed strong upregulation of *OLR1*, a gene for oxidized low density lipoprotein (lectin-like) receptor 1—cell surface protein belonging to the C-type lectin family. *OLR1* can be rapidly activated by a wide range of stimuli including pro-inflammatory and tissue damaging ones. Its activation triggers several signaling pathways including NFκB [115,116].

NFκB signaling pathway is the central regulator of inflammation and immune activation [60]. We demonstrate here that NFκB is activated in vaginal cells in response to all PIC treatments used in this study (Fig 4). The network of PIC discriminatory gene interactions illustrates the central role of NFκB complex in their regulation (Fig 3). Importantly, NFkB binding elements are present in enhancer located in HIV-1 LTR and provide signal-specific activation of HIV expression in response to NFkB stimuli [117,118]. It might be possible that PIC treatments activate NFkB pathway in the TLR-expressing HIV-1-target cells present in the vaginal epithelium. Multiple genes activated by PICs (INHBA, FGF2, PRDM1, MafB, and SERPINB2) are involved in signal transduction or regulation of immune response [54,55,119–121], which can also promote HIV-1 transcription and replication [122].

## Conclusion

Robust comparative gene expression profiling revealed 20 genes (called here PIC-DGs) that were significantly altered by diverse pro-inflammatory/immunomodulatory compounds in human vaginal epithelial cells. Although the pattern of expression of these genes *in vivo* has not been defined yet (a study with this goal is underway), the observed consistent deregulation of these genes by PICs in the vaginal epithelial cell line suggests that PIC-DGs can be employed as *in vitro* molecular markers of potential inflammatory/ immunomodulatory untoward mucosal effects of candidate microbicides and other vaginal products. We believe that *in vitro* evaluation of the immunoinflammatory potential of candidate microbicides using the PIC-DGs defined in this study could help in the initial screening of microbicide candidates prior to entering clinical trials. Further analysis of these genes can provide better insight into the cervicovaginal immunoinflammatory and mucosal altering processes that facilitate or limit HIV transmission having important implications for the design of novel prevention strategies.

## Supporting Information

S1 Table List of primers. (DOCX) Click here for additional data file.

S2 Table Probesets significantly deregulated in Vk2 cells by TNF-α. (XLSX) Click here for additional data file.

S3 Table Probesets significantly deregulated in Vk2 cells by Pam3CSK4. (XLSX) Click here for additional data file.

S4 Table Probesets significantly deregulated in Vk2 cells by MALP2. (XLSX) Click here for additional data file.

S5 Table Probesets significantly deregulated in Vk2 cells by imiquimod. (XLSX) Click here for additional data file.

S6 Table Probesets significantly deregulated in Vk2 cells by N-9. (XLSX) Click here for additional data file.

S7 Table Probesets significantly deregulated in Vk2 cells by HEC. (XLSX) Click here for additional data file.

S8 Table Probesets significantly deregulated in Vk2 cells by CMC (XLSX) Click here for additional data file.

S9 Table Significantly deregulated probesets common to all TLR ligands. (XLSX) Click here for additional data file.

S10 Table Probesets significantly deregulated in Vk2 cells that are common to all treatments with proinflammatory-immunomodulatory compounds. (DOCX) Click here for additional data file.

# Supplementary material for: Gene Expression Profiling of Human Vaginal Cells In Vitro Discriminates Compounds with Pro-Inflammatory and Mucosa-Altering Properties: Novel Biomarkers for Preclinical Testing of HIV Microbicide Candidates
**Source:** PLoS One. 2015 Jun 8;10(6):e0128557. doi: 10.1371/journal.pone.0128557
**Supplement:** S1 Table

**S1 Table Primers used for qRT-PCR**

| **Gene** | **Sequence** |
| --- | --- |
| IL8 | F5’ – GCCTTCCTGATTTCTGCAGCTC-3’  R5 ’- TGTTGGCGCAGTGTGGTC-3’ |
| PTGS2 | F5’ – TGAGCATCTACGGTTTGCTG-3’  R5’ - TGCTTGTCTGGAACAACTGC-3’ |
| CCL20 | F5’ - GCGCAAATCCAAAACAGACT-3’  R5’ - CAAGTCCAGTGAGGCACAAA-3’ |
| GAPDH | F5’ – GAGTCAACGGATTTGGTCGT-3’  R5’ - GATCTCGCTCCTGGAAGATG-3’ |
| CXCL2 | *SABiosiencePPH00552E; RP 878, BS179 |
| CXCL3 | *SABiosiencePPH00557B; RP908, BS137 |
| TNFAIP3 | *SABiosiencePPH00063A; RP 133, BS 172 |
| OLR1 | *SABiosiencePPHO2319E RP 1949, BS 122 |
| CYLD | *SABiosiencePPH18819E; RP8216, BS 121 |

**Primer sequence proprietary, RP – reference position, BS – band size*

# Supplementary material for: Gene Expression Profiling of Human Vaginal Cells In Vitro Discriminates Compounds with Pro-Inflammatory and Mucosa-Altering Properties: Novel Biomarkers for Preclinical Testing of HIV Microbicide Candidates
**Source:** PLoS One. 2015 Jun 8;10(6):e0128557. doi: 10.1371/journal.pone.0128557
**Supplement:** S10 Table

| Supplementary Table **10**. **Probesets deregulated in VK2 cells treated with proinflammatory/immunomodulatory compounds** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | Fold change - treatment vs control (GM) | | | | |
| Affymetrix Probeset ID | UniGene ID | Gene Symbol | Gene name | TNF-α | Pam3CK4 | MALP2 | imiquimod | N-9 |
| 210004_at | Hs.412484 | OLR1 | oxidized low density lipoprotein (lectin-like) receptor 1 | 25.50 | 30.36 | 38.31 | 22.24 | 3.88 |
| 202643_s_at | Hs.211600 | TNFAIP3 | tumor necrosis factor, alpha-induced protein 3 | 10.39 | 5.26 | 9.41 | 5.84 | 3.63 |
| 205476_at | Hs.75498 | CCL20 | chemokine (C-C motif) ligand 20 | 9.24 | 19.02 | 22.23 | 22.83 | 3.38 |
| 202859_x_at | Hs.624 | IL8 | interleukin 8 | 8.76 | 16.42 | 32.78 | 16.07 | 4.21 |
| 211506_s_at | Hs.624 | IL8 | interleukin 8 | 7.32 | 15.44 | 40.22 | 7.40 | 3.62 |
| 202644_s_at | Hs.211600 | TNFAIP3 | tumor necrosis factor, alpha-induced protein 3 | 7.20 | 3.86 | 7.72 | 4.67 | 2.31 |
| 210511_s_at | Hs.583348 | INHBA | inhibin, beta A | 4.81 | 2.86 | 5.06 | 4.84 | 2.09 |
| 204926_at | Hs.583348 | INHBA | inhibin, beta A | 4.29 | 2.73 | 5.15 | 4.56 | 2.05 |
| 213524_s_at | Hs.432132 | G0S2 | G0/G1switch 2 | 4.13 | 2.83 | 4.14 | 4.21 | 4.25 |
| 209774_x_at | Hs.75765 | CXCL2 | chemokine (C-X-C motif) ligand 2 | 3.92 | 5.54 | 7.94 | 9.89 | 4.32 |
| 228964_at | PRDM1 | PRDM1 | PR domain containing 1, with ZNF domain | 3.88 | 2.35 | 5.49 | 6.36 | 5.89 |
| 1554997_a_at | Hs.196384 | PTGS2 | prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase) | 3.73 | 3.45 | 7.49 | 7.07 | 12.53 |
| 207850_at | Hs.89690 | CXCL3 | chemokine (C-X-C motif) ligand 3 | 3.67 | 2.70 | 8.91 | 11.55 | 4.15 |
| 204748_at | Hs.196384 | PTGS2 | prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase) | 3.64 | 2.97 | 7.30 | 7.15 | 10.73 |
| 208539_x_at | Hs.568239 | SPRR2B | small proline-rich protein 2B | 3.45 | 9.86 | 14.40 | 4.81 | 2.85 |
| 218559_s_at | Hs.169487 | MAFB | v-maf musculoaponeurotic fibrosarcoma oncogene homolog B (avian) | 3.30 | 4.28 | 5.05 | 7.13 | 2.67 |
| 204614_at | Hs.594481 | SERPINB2 | serpin peptidase inhibitor, clade B (ovalbumin), member 2 | 3.10 | 3.16 | 3.75 | 3.57 | 2.67 |
| 221903_s_at | Hs.578973 | CYLD | cylindromatosis (turban tumor syndrome) | 2.45 | 3.05 | 2.41 | 4.57 | 2.01 |
| 223218_s_at | Hs.319171 | NFKBIZ | nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, zeta | 2.39 | 3.61 | 4.84 | 3.12 | 2.48 |
| 233002_at | Hs.259599 | PPP4R4 | protein phosphatase 4, regulatory subunit 4 | 2.34 | 2.48 | 2.61 | 2.07 | 2.20 |
| 206969_at | Hs.296942 | KRT34 | keratin 34 | 2.33 | 3.39 | 20.01 | 15.41 | 2.65 |
| 204421_s_at | Hs.284244 | FGF2 | fibroblast growth factor 2 (basic) | 2.21 | 2.43 | 2.12 | 2.47 | 6.04 |
| 222150_s_at | Hs.186649 | PION | pigeon homolog (Drosophila) | 2.02 | 2.07 | 3.03 | 2.15 | 2.09 |
| 204475_at | Hs.83169 | MMP1 | matrix metallopeptidase 1 (interstitial collagenase) | 2.01 | 2.33 | 3.43 | 12.09 | 12.29 |
| 226237_at | Hs.718575 | COL8A1 | Collagen, type VIII, alpha 1 | -2.12 | -2.22 | -4.15 | -2.33 | -2.14 |
| 222717_at | Hs.26530 | SDPR | serum deprivation response (phosphatidylserine binding protein) | -2.88 | -3.06 | -3.96 | -4.42 | -4.77 |

How the deposited data were processed for this re-analysis (not part of the article)

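RNA of Vk2/E6E7 vaginal epithelial cells was measured on Affymetrix U133 Plus 2.0 arrays after 6 h with the PICs TNF-α, Pam3CSK4, MALP2, imiquimod and N-9, with the NIC gels HEC and CMC, or in medium alone (GM). The log2 values used here are those the authors deposited, in 1 table for all arrays. Before deposit the authors had turned the probe intensities of each array into 1 signal per probeset, scaled each array and taken the logarithm. The submitters' processing notes name MAS5 and GCOS 1.3 for this, while the methods of the paper describe RMA in GeneSpring, and the deposited values have the form of the former, as given with the groups and doses. MAS5 signals carry the noise of dim probesets into their folds and RMA values do so less, so folds from the 2 methods are not on the same scale.

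The distributions of the arrays differed, with a 10th percentile between 2.56 and 3.65, a median between 6.22 and 7.08 and a 90th percentile between 10.62 and 10.81 on the log2 scale, and the values were therefore quantile normalized. All 54613 probesets other than the 62 control probesets were tested in limma 3.58.1 under R 4.3.3, with data.table 1.17.8 to read the table, with 1 mean per group, empirical Bayes moderation and Benjamini-Hochberg adjustment for each comparison. There was no filter on dim probesets. The design had all 105 arrays. Leaving out TNF-α replicate 6 (a mean of other arrays, with 2% of its signals on the steps that hold 100% of those of the others) and GM replicate 52 (not in the order of the other arrays) departs from it. Sorted, the values of GM replicate 52 correlate with those of GM replicate 53 at r = 0.9999, and shifted by 9859 places they correlate at r = 0.968 with the mean of GM replicates 53 and 54 over 15000 probesets, but no order was found that restores them all. The number of arrays limits the precision.

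Genes were named from the platform annotation, in which 41097 probesets have 1 gene, 1801 have several and 11777 are not listed and stay unnamed. The names of KRT34 and SERPINB2 come from the S10 Table alone. The results of 1 gene are not reported here. The copies of the supplementary tables used here hold 773 of the 774 called probesets of imiquimod, 956 of the 957 of N-9 and 26 of the 27 of the S10 Table, so no overlap was tested on these 3.

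Gene lists were fixed before the values were seen: NFκB pathway, chemokines, cytokines and growth factors, interferon-stimulated genes, unfolded protein response and ATF4, cholesterol synthesis, heat shock, NRF2 targets and metallothioneins, cornified envelope, antimicrobial and acute phase genes, cell junctions, matrix and proteases, cell cycle, immediate early genes, receptors and adaptors of the ligands, reference genes, markers of leukocytes, of fibroblasts and endothelium, and of melanocytes, and the paper's PIC-DGs, which the study chose on these arrays. The values meant here are the deposited ones. Several N-9 values in the paper's tables had been seen when the list of the unfolded protein response was written. Those tables come from the same arrays, so the other lists may not be independent of them either. Of 415 memberships 375 had a probeset, the brightest of those that name the gene alone, or the first listed in the S10 Table for its genes. Shifts of a list against all other probesets were tested with camera in limma, with its preset correlation between genes and again with an estimated one, adjusted over all lists and treatments. Lists that hold PIC-DGs were tested again without them, a choice made after the results were seen. With the preset correlation 68 shifts passed, and 31 of these hold with an estimated correlation.

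Genes named in the text are those of the S10 Table, those the paper names from these arrays, for each treatment the 12 called genes that rose most and the 8 that fell most with at least 80% of the treated arrays beyond the GM median, the 4 members of each list with the largest change in that treatment, the receptor genes TLR1, TLR2, TLR6, TLR7 and TNFRSF1A, and GAPDH. Genes named for a direct comparison of 2 treatments, and any others that the text says were, were chosen after their values were seen. The values in the S2 to S10 Tables were seen before this rule was written.

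Probesets common to several treatments had to be called in the same direction. Chance was given as the overlap of independent lists and, in a test added after the results were seen, as that of disjoint groups of untreated GM runs against the GM arrays that remained. Simulated independent arrays called at most 1 probeset per group, so their overlap was not used. The PIC-DG score was compared by permutation tests and by exact Wilcoxon rank-sum tests, and again with probesets selected on the odd- or even-numbered arrays alone and scored on the others. Group means and single arrays were clustered by average linkage, with complete and Ward linkage, a correlation distance and probesets in place of genes as alternatives. The steps were tested on simulated arrays of 54613 probesets. Of the changes of log2 2 put in, 91.0% were called for HEC, 97.0% for CMC, 74.6% for TNF-α, 82.1% for Pam3CSK4, 82.1% for MALP2, 80.6% for imiquimod and 92.5% for N-9. Of changes of log2 1.5 these were, in the same order, 74.6%, 79.1%, 55.2%, 62.7%, 52.2%, 68.7% and 73.1%. There were between 3 and 8 false calls each. Untreated GM runs called a median of 249.5 probesets for 2 runs and 180.5 for 3. The simulated rates therefore need not hold for arrays that vary together in runs.

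The alternatives were a fit of only the arrays compared, the methods' analysis of variance followed by the fold limit, the values as deposited, a filter on dim probesets, the replicate number as a block with GM replicates 1 to 9, these GM arrays without the block, components of the 45 bacterial control probesets as covariates, separate GM arrays for each treatment, a fold limit of 1.5, and the control probesets kept. Chosen after seeing the data were all 105 arrays, GM replicate 52 or TNF-α replicate 6 kept, an offset of 16 added to the signals, runs of 3 arrays as a random block (consensus correlation 0.44), 6 clusters of arrays by bacterial control probesets as a block, each TNF-α replicate left out, and GM replicate 15 left out.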

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

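The division of the arrays into runs of 3 was chosen only after the data were seen. Other settings and tests chosen after the results were seen are named where they are reported. The gene lists were fixed before the deposited values were seen. However, several N-9 values in the paper's tables had been seen when the list of the unfolded protein response was written. The result of that list with N-9 is therefore not independent of them.

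In TNF-α replicate 1 the log2 level of SERPINB2 was 14.824, far above the nearest of the other 4 arrays at 14.59 for the spread of that group. CXCL3 reached 9.448 in Pam3CSK4 replicate 5, against 9.18 for the nearest of its group. These are 2 of 189 groups of values examined, where chance would single out 9.45.

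Gene groups that the paper does not discuss rose with some PICs. For the cornified envelope list with Pam3CSK4 this was 13 members, for the immediate early list with N-9 17, for interferon-stimulated genes with TNF-α 9 and for the list of the unfolded protein response and ATF4 20 with imiquimod and 18 with N-9, each at an adjusted p under 0.05 from limma.

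The mean log2 change of the 25 members of the unfolded protein response and ATF4 list was 1.41 ± 0.05 (SD, n = 6) with imiquimod and 1.60 ± 0.31 (SD, n = 9) with N-9, against 0.00 ± 0.28 (SD, n = 53) in GM and at most 0.09 with the other treatments. The tables argue against runs of arrays that vary together as the cause, since the lowest run mean with imiquimod or N-9 lay 0.716 above the highest GM run mean on the log2 scale. RNA quality was also tested, and with the ACTB difference as a covariate 93.6% of the shift with imiquimod and 101% of that with N-9 were kept. A stress response of the cells to both compounds may therefore underlie the rise, as a hypothesis found and tested on the same arrays. Whether it depends on the compound or on its dose was not tested.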

How the results depend on the processing

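The fits with all 105 arrays, with GM replicate 52 or TNF-α replicate 6 kept, with an offset of 16, with a block for runs or for bacterial control clusters, without single TNF-α replicates and without GM replicate 15, and the tests on run means, untreated GM runs and lists without the PIC-DGs, were chosen only after the results were seen. The offsets planned for linear values were not run, since the values are log2. Except where stated, the cause of a change was not tested.

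The PIC-DG score, of genes that the study chose on these arrays, differed between PIC and other arrays under each setting tried, by between 2.47 and 2.64 (permutation test, p = 1e-05 in each, the smallest these permutations can give), although 1 other array lay above the lowest PIC array and 19 of 32 PIC arrays above the highest other. On run means the difference of CMC from GM, -0.522, did not pass the test (adjusted p = 0.093, exact Wilcoxon rank-sum test), and that of each PIC did. The held-out score differed by between 2.56 and 3.66 (permutation test, p = 1e-05 in each, again the smallest). Arrays of 1 run fall on both sides of its division, so the arrays scored are not independent of those used for selection. All 5 PICs fell in 1 branch with none of the other groups under the 5 ways of clustering the group means. The 16 counts and folds run with the control probesets kept and the 16 run without GM replicate 15 stayed within 1.5 times their values. Of 68 list shifts called by camera, 31 were called with an estimated correlation, 68 with the values as deposited, 68 with a filter on dim probesets, 66 with bacterial control components, 65 with the mean over the probesets of a gene and 47 with a replicate block. Without the PIC-DGs in the other lists, 59 of the shifts of those lists were called and those of the chemokine list with CMC and N-9 were lost, while the PIC-DG list itself was then not tested. Calls of named genes were lost in 47 cases with a block for runs, 33 with a replicate block, 24 with all 105 arrays, 13 with bacterial control components, 10 with the offset and 3 with the values as deposited.

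Counts of called probesets and other values that moved by over 1.5 times follow by setting. With only the arrays of the 2 groups compared, called probesets were 77 for HEC, 0 for CMC by limma (3689 at an unadjusted p under 0.05), 2 between HEC and CMC and 164 between MALP2 and Pam3CSK4. The methods' analysis of variance gave 658 for HEC, 199 for CMC, 729 for TNF-α and 841 for Pam3CSK4, with 260 common to the 3 TLR ligands, 42 common to all PICs and 31 of these not called for a NIC. This setting has no test of the contrast. A filter on dim probesets, which tests fewer probesets, gave 58 for HEC and 1219 for N-9, and a largest upward fold of 2.71 for HEC. Bacterial control components as covariates gave 93 for HEC and 2 for CMC and 146 between MALP2 and TNF-α. Separate GM arrays for each treatment, which are fewer, gave 6 for HEC, 4 for CMC and 83 for TNF-α, and largest upward folds of 2.27 for HEC and 177 for Pam3CSK4. A fold limit of 1.5 gave 331 for HEC, 349 for TNF-α, 790 for Pam3CSK4, 2522 for MALP2, 4058 for imiquimod and 5596 for N-9, 259 common to the 3 TLR ligands, 109 between MALP2 and Pam3CSK4 and 992 between MALP2 and imiquimod. The values as deposited gave 3 for CMC.

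The replicate numbers were not taken to pair the arrays. Deviations of arrays with the same number in different groups correlate at a median r of 0.0779 (-0.71 to 0.84), and those with different numbers at -0.00780. Parts of the groups do vary with the GM arrays of their numbers: r lay between 0.332 and 0.841 for HEC replicates 1 to 6 and between 0.470 and 0.598 for N-9 replicates 1 to 6, and between -0.568 and -0.328 and between -0.488 and -0.239 for replicates 7 to 9 of each. The replicate block with GM replicates 1 to 9 called 0 probesets for HEC by limma (4126 at an unadjusted p under 0.05), 442 for CMC, 3844 for TNF-α, 5491 for Pam3CSK4, 6567 for MALP2 and 7805 for imiquimod, 10 between HEC and CMC and 118 between MALP2 and Pam3CSK4. It gave largest upward folds of 250 for TNF-α, 506 for Pam3CSK4, 543 for MALP2, 586 for imiquimod and 64.9 for N-9, and 2800 probesets common to the 3 TLR ligands, 420 to all PICs and 359 of these not called for a NIC. It turned the direction of the cell cycle list with HEC (adjusted p = 0.00277 by camera), of the PIC-DG list with HEC (adjusted p = 0.571) and of the cell cycle list with N-9 (adjusted p = 0.934). The same GM arrays without the block called 0 for HEC by limma (3681 unadjusted), 199 for CMC, 2033 for TNF-α, 3281 for Pam3CSK4, 4568 for MALP2 and 5819 for imiquimod, with largest upward folds of 206 for TNF-α, 431 for Pam3CSK4, 463 for MALP2, 500 for imiquimod and 64.9 for N-9, and 1482, 252 and 227 probesets for the same overlaps.

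With runs of 3 arrays as a random block called probesets were 82 for TNF-α, 156 for Pam3CSK4, 661 for MALP2, 1107 for imiquimod and 1297 for N-9, 0 for HEC and 0 for CMC by limma (3200 and 1094 unadjusted), 59 common to the 3 TLR ligands, and 15, 232 and 23 between MALP2 and Pam3CSK4, imiquimod and TNF-α. With all 105 arrays they were 49 for HEC and 260 for Pam3CSK4 and 0 for CMC by limma (2562 unadjusted), and 25 and 289 between MALP2 and Pam3CSK4 or imiquimod. With GM replicate 52 kept they were 41 for HEC, 127 for TNF-α and 255 for Pam3CSK4 and 0 for CMC by limma (2507 unadjusted), and 24, 283 and 26 between MALP2 and Pam3CSK4, imiquimod and TNF-α. With TNF-α replicate 6 kept they were 3 for CMC and 413 for TNF-α. The offset gave 57 for HEC and 1206 for N-9, 0 for CMC by limma (3960 unadjusted), and largest upward folds of 3.26 for HEC, 31.8 for TNF-α, 66.3 for Pam3CSK4, 71.1 for MALP2 and 76.7 for imiquimod. Bacterial control clusters as a block gave 1 for HEC, 2 for CMC and 343 for TNF-α, and 166 and 219 between MALP2 and Pam3CSK4 or TNF-α. Without single TNF-α replicates the count for TNF-α ran from 94 to 248, at 94, 99 and 108 without replicates 1, 2 and 3.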

Differences from the paper's values

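Counts here use the thresholds the paper states, and are of called probesets, those called probesets, up from GM, and called probesets, down from GM. By its methods the paper's values come from RMA and those here from MAS5-type signals, and no cause of a difference was tested. For HEC the paper's count of called probesets is 80, 29 higher and 51 lower, and here it was 174, 52 higher and 122 lower. Of the alternatives chosen beforehand, a fit of the 2 groups alone (77), a filter on dim probesets (58) and bacterial control components (93) came within 1.5 times the paper's value for the total; bacterial control components (26) came within 1.5 times the paper's value for the higher ones; a fit of the 2 groups alone (61), the values as deposited (46), a filter on dim probesets (52) and bacterial control components (67) came within 1.5 times the paper's value for the lower ones. For CMC the paper's count of called probesets is 20, 14 higher and 6 lower, and here it was 1, 0 higher and 1 lower by limma (3899 at an unadjusted p under 0.05). Of the alternatives chosen beforehand, separate GM arrays (4) came within 1.5 times the paper's value for the lower ones, and none did for the total and the higher ones. For TNF-α the paper's number of called probesets that were lower is 15, and here it was 48. None of the alternatives set before the data were examined came within 1.5 times the paper's value. For Pam3CSK4 the paper's number of called probesets that were lower is 23, and here it was 79. None of the alternatives set before the data were examined came within 1.5 times the paper's value. For MALP2 the paper's count of called probesets is 629, 486 higher and 143 lower, and here it was 1200, 734 higher and 466 lower. Of the alternatives chosen beforehand, a filter on dim probesets (828) came within 1.5 times the paper's value for the total, and a fit of the 2 groups alone (704), the values as deposited (680), a filter on dim probesets (537) and separate GM arrays (681) came within 1.5 times the paper's value for the higher ones, and none did for the lower ones. For imiquimod the paper's count of called probesets is 774, 493 higher and 281 lower, and here it was 1872, 946 higher and 926 lower. Of the alternatives chosen beforehand, a filter on dim probesets (673) came within 1.5 times the paper's value for the higher ones, and none did for the total and the lower ones. For N-9 the paper's count of called probesets is 957, 549 higher and 408 lower, and here it was 2377, 1236 higher and 1141 lower. Of the alternatives chosen beforehand, a filter on dim probesets (1219) came within 1.5 times the paper's value for the total, and a filter on dim probesets (589) came within 1.5 times the paper's value for the higher ones, and none did for the lower ones.

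Settings chosen after seeing the values also came within 1.5 times the paper's counts of called probesets. The offset of 16 gave 57 for HEC (38 lower), 894 for MALP2 (634 higher), 1206 for N-9 (735 higher and 471 lower), and 22 lower for TNF-α and 33 lower for Pam3CSK4, and calls 122 of 214 for TNF-α, 226 of 332 for Pam3CSK4, 503 of 628 for MALP2 and 6 of 78 for HEC of the probesets that the paper calls. The block for runs, also chosen after seeing the values, gave 661 for MALP2 (490 higher and 171 lower), 1107 for imiquimod (618 higher) and 1297 for N-9 (675 higher), and calls 444 of the paper's 628 probesets for MALP2. So did GM replicate 52 kept for MALP2 (930, 609 higher) and for lower probesets with HEC (34), and all 105 arrays for higher probesets with MALP2 (623) and lower ones with HEC (42), which call 458 and 463 of the paper's probesets for MALP2 and 1 and 1 for HEC. Without TNF-α replicate 1 or 2 the lower probesets with TNF-α were 17 and 18. Here the numbers of the paper's probesets called in the same direction were 118 of 214 for TNF-α, 220 of 332 for Pam3CSK4, 505 of 628 for MALP2, 5 of 78 for HEC and 0 of 17 for CMC by limma, and by the methods' analysis of variance, in the same order, 179, 277, 544, 35 and 2. More of these were also called with the values as deposited (122 for TNF-α, 224 for Pam3CSK4, 525 for MALP2 and 6 for HEC), a filter on dim probesets (7 for HEC), the replicate block (148 for TNF-α, 258 for Pam3CSK4 and 7 for CMC), GM replicates 1 to 9 alone (135 for TNF-α, 246 for Pam3CSK4 and 3 for CMC), bacterial control components (133 for TNF-α, 508 for MALP2 and 6 for HEC) and a fold limit of 1.5 (122 for TNF-α, 229 for Pam3CSK4, 550 for MALP2 and 6 for HEC), and, among settings chosen after seeing the values, with all 105 arrays (127 for TNF-α), TNF-α replicate 6 kept (142 for TNF-α, 223 for Pam3CSK4 and 506 for MALP2), bacterial control clusters as a block (147 for TNF-α, 246 for Pam3CSK4 and 554 for MALP2) and GM replicate 15 left out (126 for TNF-α, 221 for Pam3CSK4 and 507 for MALP2). The sign was the same as in the paper for 214, 332, 627, 77 and 16 of them. Among the settings that called fewer of the paper's probesets, separate GM arrays gave 59 for TNF-α, 186 for Pam3CSK4, 447 for MALP2 and 0 for HEC. The block for runs gave 69 for TNF-α, 129 for Pam3CSK4 and 0 for HEC. The replicate block and GM replicates 1 to 9 alone gave 0 for HEC too. Imiquimod and N-9 were not counted, since their tables are not held whole.

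The largest upward fold in the paper's tables is 25.5 with TNF-α, 30.4 with Pam3CSK4, 48.3 with MALP2 and 26.4 with imiquimod, and here it was 48.4, 101, 109 and 118, for CCL20 in each. None of the alternatives chosen beforehand came within 1.5 times the paper's value or the spread of the arrays, while the offset of 16, chosen after seeing the values, gave 31.8 for TNF-α and 71.1 for MALP2. For CCL20 the paper's folds are 9.24 with TNF-α, 19.02 with Pam3CSK4, 22.23 with MALP2, 22.83 with imiquimod and 3.38 with N-9, and the folds here were 48.4, 101, 109, 118 and 15.3, with none of those alternatives within that limit. For the first probeset of IL8 the paper's folds are 8.76 with TNF-α, 16.42 with Pam3CSK4 and 16.07 with imiquimod, and the folds here were 5.24, 8.68 and 8.63, and only bacterial control components with TNF-α, bacterial control components with Pam3CSK4 and separate GM arrays with imiquimod came within it. For the second probeset of IL8 with N-9 the paper's fold is 3.62 and the fold here was 14.4, and only separate GM arrays came within it. For PRDM1 with N-9 the paper's fold is 5.89 and the fold here was 2.93, and only the replicate block, GM replicates 1 to 9 alone and separate GM arrays came within it. For SPRR2B with N-9 the paper's fold is 2.85 and the fold here was 6.13, with none of those alternatives within that limit. For CYLD the paper's folds are 2.45 with TNF-α, 3.05 with Pam3CSK4, 2.41 with MALP2, 4.57 with imiquimod and 2.01 with N-9, and the folds here were 5.12, 6.53, 5.79, 11.6 and 3.75, with none of those alternatives within that limit. For KRT34 the paper's folds are 2.33 with TNF-α, 3.39 with Pam3CSK4, 20.01 with MALP2 and 15.41 with imiquimod, and the folds here were 3.83, 5.97, 49 and 35.8, and only separate GM arrays with TNF-α came within it. The offset of 16, chosen after seeing the values, brought KRT34 with TNF-α and Pam3CSK4 within 1.5 times the paper's folds. In the probesets of the S10 Table used here the direction was that of the paper with every PIC. With HEC the paper's largest fold is 3.32, and the largest upward fold here was 5.50, for a dim probeset. A fit of the 2 groups alone gave 4.12, bacterial control components 3.89 and a filter on dim probesets 2.71. Separate GM arrays gave 2.27 and the values as deposited 6.29.

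Of the probesets that the S10 Table lists for all PICs, those not called here included IL8 (first probeset), SPRR2B, PPP4R4, KRT34, PION, MMP1, COL8A1 and SDPR with TNF-α, PRDM1, PTGS2 (first probeset), PTGS2 (second probeset), PION, MMP1, COL8A1 and SDPR with Pam3CSK4, MMP1 with MALP2, COL8A1 with imiquimod and PPP4R4, PION and COL8A1 with N-9. The methods' analysis of variance calls all of these except PION with TNF-α, PRDM1 and PION with Pam3CSK4 and PPP4R4, PION and COL8A1 with N-9. The replicate block and GM replicates 1 to 9 alone call IL8 (first probeset), SPRR2B, PPP4R4, KRT34 and PION with TNF-α, PRDM1, PTGS2 (first probeset), PTGS2 (second probeset) and PION with Pam3CSK4 and PPP4R4 and PION with N-9. Bacterial control components call IL8 (first probeset) and PPP4R4 with TNF-α and PTGS2 (first probeset) and PTGS2 (second probeset) with Pam3CSK4. The values as deposited call PPP4R4 with TNF-α. A filter on dim probesets calls PTGS2 (first probeset) with Pam3CSK4, PPP4R4 with TNF-α and MMP1 with MALP2. Separate GM arrays call PRDM1 with Pam3CSK4. A fit of the 2 groups alone calls SDPR with TNF-α. A fold limit of 1.5 calls PION with Pam3CSK4. Settings also lost calls of the S10 Table's probesets. Separate GM arrays lost 4 with TNF-α, 1 with Pam3CSK4, 2 with MALP2, 1 with imiquimod and 1 with N-9. A fit of the 2 groups alone lost 3 with TNF-α and 3 with Pam3CSK4. The replicate block and GM replicates 1 to 9 alone each lost 1 with TNF-α, Pam3CSK4 and MALP2 and 4 with N-9. The block for runs lost 4 with TNF-α, 4 with Pam3CSK4 and 1 with imiquimod. Among settings chosen after seeing the values, all 105 arrays call PPP4R4 and PION with TNF-α, TNF-α replicate 6 kept calls PPP4R4, PION and SDPR with TNF-α, the offset of 16 calls PPP4R4 with TNF-α, bacterial control clusters as a block call IL8 (first probeset), PPP4R4 and SDPR with TNF-α, PTGS2 (first probeset) and PTGS2 (second probeset) with Pam3CSK4 and MMP1 with MALP2 and GM replicate 15 left out calls PTGS2 (first probeset) with Pam3CSK4 and PPP4R4 and PION with TNF-α.

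The paper states that MMP1 was higher and COL8A1 lower with HEC, and COL8A1 lower with CMC. Here MMP1 had a fold of 2.56 with HEC and COL8A1 of -2.12 with HEC and -1.85 with CMC, in the same directions, and none was called by limma. The methods' analysis of variance calls the first pair, and no setting calls COL8A1 with CMC. The paper calls CYLD with no NIC, while it fell by 2.06 on the log2 scale with HEC here (adjusted p = 0.00373 from limma), a call that the block for runs, chosen after seeing the values, does not make. The replicate block and GM replicates 1 to 9 alone, both set beforehand, do not make it either, as they called 0 probesets for HEC.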

Other observations

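The comparisons with other splits of the arrays, with untreated GM runs and with the other arrays of the run of GM replicate 15 were chosen only after the results were seen.

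Genes of the unfolded protein response and of ATF4 rose with imiquimod and N-9. Of 25 members 20 rose with imiquimod and 18 with N-9 and none fell (23 and 21 adjusted over the list alone), while 5 rose and 1 fell with MALP2 and 2 rose with Pam3CSK4 (6 and 2 with MALP2 and 2 with Pam3CSK4 adjusted over the list alone). The list shifted with imiquimod (adjusted p = 5.38e-10 with an estimated correlation) and N-9 (adjusted p = 2.14e-10 with an estimated correlation). DDIT3, a transcription factor of the stress response, rose by log2 3.49 (SE 0.24) with imiquimod and log2 4.91 (SE 0.20) with N-9, and HERPUD1, which acts in the degradation of proteins of the endoplasmic reticulum, by log2 3.04 (SE 0.24) and log2 3.57 (SE 0.20). CHAC1, which degrades glutathione, rose by log2 2.95 (SE 0.43) and log2 3.59 (SE 0.36). Of 13 heat shock genes 5 fell with imiquimod (7 adjusted over the list alone), a shift that is lost (adjusted p = 0.315 with an estimated correlation), and 4 rose with N-9 (4 adjusted over the list alone). The cochaperone gene CHORDC1 fell by log2 1.14 (SE 0.18) with imiquimod, and the inducible chaperone gene HSPA6 rose by log2 3.23 (SE 0.36) with N-9. HSPE1, a chaperonin of mitochondria, fell by log2 0.84 (SE 0.15) with imiquimod, and was the 1 member that fell with MALP2 and with Pam3CSK4, calls lost with runs as a random block (adjusted p = 0.0601 and 0.243, with 4 and 1 members lower when adjusted over the list alone). Of 18 NRF2 targets and metallothioneins 4 rose and 1 fell with imiquimod, 4 rose and 6 fell with N-9, 1 rose and 3 fell with MALP2, 1 rose and 1 fell with Pam3CSK4 and 1 fell with TNF-α. Adjusted over the list alone these were, in the same order, 4 and 1, 4 and 7, 1 and 4, 3 and 1, and 1. SLC7A11, a cystine transporter that is also on the ATF4 list, rose by log2 2.10 (SE 0.26) with N-9 and log2 1.52 (SE 0.32) with imiquimod, and fell by log2 1.58 (SE 0.32) with MALP2.

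Antimicrobial and acute phase genes rose with the lipopeptides. Of 15 members 8 rose with Pam3CSK4, 6 with MALP2, 4 with imiquimod and 1 with TNF-α, while 1 rose and 3 fell with N-9 (11, 9, 9 and 2 rose, and 1 rose and 3 fell with N-9, when adjusted over the list alone). The shift holds for Pam3CSK4 and MALP2 (adjusted p = 0.000722 and adjusted p = 0.0275 with an estimated correlation) and is lost for imiquimod and TNF-α (adjusted p = 0.0793 and adjusted p = 0.111 with an estimated correlation). CFB, a complement factor, rose by log2 2.97 (SE 0.49) with MALP2, SOD2, the superoxide dismutase of mitochondria, by log2 2.45 (SE 0.33) with Pam3CSK4, and RNASE7, an antimicrobial ribonuclease, by log2 2.63 (SE 0.25) with N-9 and log2 1.81 (SE 0.30) with imiquimod. Of 22 cell junction genes 6 rose with MALP2, 2 with Pam3CSK4, 6 rose and 1 fell with imiquimod and 3 rose and 2 fell with N-9 (in the same order 9, 7, 9 and 1, and 3 and 3 adjusted over the list alone). The shift upward is lost for MALP2, Pam3CSK4 and imiquimod (adjusted p = 0.0793, adjusted p = 0.111 and adjusted p = 0.369 with an estimated correlation). The claudin genes CLDN1 and CLDN4, of tight junctions, rose by log2 3.52 (SE 0.40) and log2 2.71 (SE 0.67) with MALP2, and by log2 2.99 (SE 0.40) and log2 2.44 (SE 0.67) with imiquimod. Of 23 genes of receptors and adaptors 3 rose with TNF-α, 2 with Pam3CSK4 and 5 with MALP2, 4 rose and 3 fell with imiquimod and 2 rose and 3 fell with N-9 (in the same order 5 rose, 5 rose and 1 fell, 7 and 2, 4 and 3, and 2 and 6 adjusted over the list alone). The shift holds for TNF-α, Pam3CSK4 and MALP2 (adjusted p = 8.88e-05, adjusted p = 0.00339 and adjusted p = 0.00231 with an estimated correlation). IRAK2, a kinase downstream of the TLRs, rose by log2 1.89 (SE 0.24) with TNF-α and log2 1.54 (SE 0.22) with MALP2, and TLR3, the receptor of double-stranded RNA, fell by log2 1.45 (SE 0.34) with imiquimod. Of 16 genes of cholesterol synthesis 3 fell and 1 rose with MALP2, 1 rose with TNF-α, 5 rose and 3 fell with imiquimod and 5 rose and 1 fell with N-9 (in the same order 6 and 1, 2, 5 and 5, and 6 and 3 adjusted over the list alone). The shifts downward with MALP2 and upward with TNF-α are lost (adjusted p = 0.164 and adjusted p = 0.377 with an estimated correlation). STARD4, a sterol carrier, rose by log2 1.23 (SE 0.15) with imiquimod.

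Between MALP2 and TNF-α, given at different doses, 89 probesets differed by limma (66 higher and 23 lower with MALP2), and the cholesterol synthesis list was lower with MALP2 (adjusted p = 0.0359 with an estimated correlation), while its other list shifts are lost (adjusted p of at least 0.15 with an estimated correlation). With N-9, also at another dose, the list of the unfolded protein response and ATF4 was higher than with MALP2 (adjusted p = 9.06e-07 with an estimated correlation) and the chemokine and receptor lists were lower (adjusted p = 0.0032 and adjusted p = 0.0232 with an estimated correlation), and the other shifts are lost (adjusted p of at least 0.0874 with an estimated correlation). Of 8 leukocyte markers CD3D and CSF1R were lower with imiquimod and CD3D was higher with N-9, and of 11 markers of fibroblasts and endothelium KDR was lower with Pam3CSK4, at an adjusted p under 0.05 (the same numbers adjusted over the list alone), calls lost with runs as a random block (adjusted p = 0.473, 0.0523, 0.371 and 0.681). None of 6 melanocyte markers passed the test with any treatment by limma, over all probesets or adjusted over the list alone. Of 8 reference genes SDHA had a log2 change of 0.67 with imiquimod (adjusted p = 0.00612 from limma), HPRT1 and TBP had log2 changes of -0.39 and -0.28 with N-9 (adjusted p = 0.0719 and 0.212 with runs as a random block), and GAPDH passed the test with no treatment, with log2 changes between -0.12 and 0.15 (adjusted over the list alone 1 reference gene rose with imiquimod and 1 with MALP2, and 3 fell with N-9). A list whose shift passed the camera test had a median and a mean of the direction of the test in every case. Among those that did not pass, signs differed for the NFκB list with HEC, NRF2 targets with imiquimod and TNF-α, cell junctions with N-9, cholesterol synthesis with imiquimod and N-9, heat shock genes with Pam3CSK4, interferon-stimulated genes and receptors with imiquimod, the unfolded protein list with MALP2, reference genes with Pam3CSK4, leukocyte markers with imiquimod and TNF-α, fibroblast markers with imiquimod and N-9, and melanocyte markers with HEC.

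Random splits of the same arrays into groups of the same sizes, 100 for each comparison with the real one among them, argue against a chance division of single arrays, by a limit of fewer than 5 as large that was set after the results were seen, for TNF-α (1 as large, the real count 211, the highest other 83), Pam3CSK4 (2 as large, the real count 400, the highest other 1964), MALP2 (1 as large, the real count 1200, the highest other 17), imiquimod (1 as large, the real count 1872, the highest other 118) and N-9 (1 as large, the real count 2377, the highest other 115) against GM, and, in the same order of values, for MALP2 against Pam3CSK4 (1, 65 and 19), imiquimod (1, 551 and 300) and TNF-α (3, 89 and 174). It is not excluded for CMC against GM (15, 1 and 58). Between HEC and CMC limma called 0 probesets (3877 unadjusted), so all 100 splits call as many and test nothing, and the highest called 1121. Other splits called more than the real one for Pam3CSK4, CMC, and MALP2 against TNF-α, which leaves a structure of the samples open. These splits break up the runs, so runs of arrays that vary together were tested apart. Untreated GM runs against the other GM arrays called as many probesets in 48 of 50 draws for CMC, 28 for TNF-α, 18 for Pam3CSK4, 7 for MALP2, 1 for imiquimod and 2 for N-9, with a median of 249.5 and at most 2054 for 2 runs and of 180.5 and 2842 for 3. By these draws the runs stay open as a source of the counts for CMC, TNF-α, Pam3CSK4 and MALP2, and are argued against for imiquimod and N-9.

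With HEC 174 probesets were called, and 1 of 100 splits, the real one, called as many (highest other 39), which argues against chance for single arrays. Runs of arrays that vary together stay open, since untreated GM runs called as many in 26 of 50 draws. With GM replicates 1 to 9 as the only controls, with which HEC replicates 1 to 6 vary, 0 were called by limma (3681 unadjusted). The brightness of the arrays before normalization stays open too for the number called, since with the deposited median of each array as a covariate 5 were called. However, the median absolute log2 change of the 174 fell only from 1.33 to 1.13, at a median SE of 0.335 and 0.344. All 174 kept their sign. These 174 probesets were selected for their change on the same arrays, so this check is not independent of that choice. It cannot decide whether brightness is the source of a part or the whole of their change. With the same covariate the counts were 2 for CMC, 208 for TNF-α, 436 for Pam3CSK4, 1240 for MALP2, 1912 for imiquimod and 1730 for N-9. An effect of HEC on the cells may add to this count and was not tested apart from both technical explanations.

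GM replicate 15 had a PIC-DG score of 2.30, among those of the PIC arrays, where the next GM array had 0.995. A state shared by its run is argued against, since the other arrays of the run reached at most 0.052 and the lowest PIC array 1.46. A PIC array labelled GM cannot be told apart from an untreated one in a like state: over 4663 probesets called for any PIC its difference from the other GM arrays correlated with the changes of TNF-α at r = 0.572, of MALP2 at 0.419, of Pam3CSK4 at 0.327, of imiquimod at 0.224 and of N-9 at 0.051, across genes that are not independent, which lies between the values set in advance for and against it. Without this array 185 probesets were called for HEC, 1 for CMC, 240 for TNF-α, 409 for Pam3CSK4, 1218 for MALP2, 1884 for imiquimod and 2385 for N-9. No biological explanation was tested, since the design gives none for a GM array.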
